# A Genome-Wide View of the Transcriptome Dynamics of Fresh-Cut Potato Tubers

**DOI:** 10.3390/genes14010181

**Published:** 2023-01-10

**Authors:** Li Wang, Wanxing Wang, Jianwei Shan, Chengchen Li, Haicui Suo, Jitao Liu, Kang An, Xiaobo Li, Xingyao Xiong

**Keywords:** enzymatic browning, fresh-cut, potato tubers, transcriptome

## Abstract

Fresh fruits and vegetable products are easily perishable during postharvest handling due to enzymatic browning reactions. This phenomenon has contributed to a significant loss of food. To reveal the physiological changes in fresh-cut potato tubers at the molecular level, a transcriptome analysis of potato tubers after cutting was carried out. A total of 10,872, 10,449, and 11,880 differentially expressed genes (DEGs) were identified at 4 h, 12 h and 24 h after cutting, respectively. More than 87.5% of these DEGs were classified into the categories of biological process (BP) and molecular function (MF) based on Gene Ontology (GO) analysis. There was a difference in the response to cutting at different stages after the cutting of potato tubers. The genes related to the phenol and fatty biosynthesis pathways, which are responsible for enzymatic browning and wound healing in potato tubers, were significantly enriched at 0–24 h after cutting. Most genes related to the enzymatic browning of potato tubers were up-regulated in response to cut-wounding. Plant hormone biosynthesis, signal molecular biosynthesis and transduction-related genes, such as gibberelin (GA), cytokinin (CK), ethylene (ET), auxin (IAA), jasmonic acid (JA), salicylic (SA), and Respiratory burst oxidase (Rboh) significantly changed at the early stage after cutting. In addition, the transcription factors involved in the wound response were the most abundant at the early stage after cutting. The transcription factor with the greatest response to injury was MYB, followed by AP2-EREBP, C3H and WRKY. This study revealed the physiological changes at the molecular level of fresh-cut potato tubers after cutting. This information is needed for developing a better approach to enhancing the postharvest shelf life of fresh processed potato and the breeding of potato plants that are resistant to enzymatic browning.

## 1. Introduction

The enzymatic browning process is a natural phenomenon occurring in fruits and vegetables, which has become a challenge in the food industry sector. The occurrence of food browning reactions usually impairs the colour appearance of food and has markedly reduced the customer’s acceptance of the products, which causes heavy economic losses to both food producers and the food-processing industry, as this process mostly occurs during postharvest handling, transportation, storage and processing [1]. According to a report, enzymatic browning may be responsible for more than 50% of the foods that are susceptible to browning being wasted [2].

Enzymatic browning often occurs on the surface of wounded tissues during fruit and vegetable processing, which always leads to a decline in the appearance, flavor and nutritional quality of most fruit and vegetable products, with the exception of tea, and is therefore considered the second largest cause of quality loss [3,4]. Polyphenol oxidase (PPO) and peroxidase (POD) are the main enzymes that cause the enzymatic browning of fruits and vegetables [5,6]. PPO and POD can catalyze substrates such as phenols, anthocyanins and flavonoids to form quinones in the presence of oxygen and hydrogen peroxide, respectively [7,8,9]. The highly reactive quinones can then polymerize with themselves, proteins, amino acids or other macromolecular substances to produce black, brown or red pigments that accumulate on the surface of wounded tissues [10]. In general, the oxidizing enzyme is separated from its substrate. When fruit and vegetable tissue is damaged by some stress, such as cold, age, or mechanical injury, its cells compartmentalize loss; consequently, phenolic components are released and interact with oxidizing enzymes, leading to browning reactions in a short time. In addition, antioxidant capacity, such as that provided by the activities of Catalase (CAT), superoxide dismutase (SOD), glutathione peroxidase (GPX), and ascorbate peroxidase (APX), and the contents of reactive oxygen species (ROS), including hydrogen peroxide (H_2_O_2_) and hydroxyl radicals (OH•) and superoxide anions (O2•−), have been suggested to affect browning development in many reports [11,12,13,14,15]. SOD and CAT are important and indispensable antioxidant enzymes in many defense strategies in plants [16]. SOD catalyzes the dismutation of the superoxide anion (O2•–) to H_2_O_2_, which can be decomposed by CAT, thus reducing the ROS content.

Potato (*Solanum tuberosum* L.) is widely grown in more than 150 countries and regions worldwide, and has become the third largest food crop consumed after rice and wheat (http://faostar.fao.org (accessed on 28 December 2021)). It is the only tuber crop that can be used as both a vegetable and staple food, and will be instrumental in achieving global food security due to its comprehensive nutritional value, wide growth adaptability and high yield [17]. Cut-wounding is inevitable during fresh potato processing. However, a series of physiological and biochemical reactions, especially enzymatic browning, occur during the processing of fresh-cut potatoes, which leads to a serious loss of their edible and nutritional value [14]. Therefore, to reveal the series of physiological changes in potato tubers after cutting at the transcriptome level, transcriptome sequencing was performed on potato tubers at different times after cutting in this study. This information is needed to develop better approaches for enhancing the postharvest shelf life of fresh-processed potato and its storage after harvesting, as well as the breeding of potato plants resistant to enzymatic browning. As Cisneros-Zevallos and Jacobo-Velázquez indicated (2020) [18], studies on the molecular, physiological, and biochemical basis of controlled abiotic stresses will enable the improvement and development of novel technologies in both pre- and postharvest applications.

## 2. Materials and Methods

### 2.1. Plant Materials and Determination of Browning Degree of Potato Tubers

The tetraploid potato cultivar Xingjia 2 (X2) was used in this study and was grown in the Baiyun District Experimental Field, Guangdong Province, China. Approximately 30 d after harvest, tubers free from apparent diseases and mechanical injury were selected and cut into two transverse halves, and then kept in trays with about 90 (±2)% relative humidity and 25 °C temperature. The enzymatic browning of potato tubers was determined using a colorimeter (NS810, 3nh, Shenzhen, China) by referring to the method of Wang et al. (2020) [19]. The ΔL*, Δa*, Δb*, and ΔE* were recorded at 0 h, 1 h, 2 h, 4 h, 6 h, 8 h, 12 h and 24 h after cutting.

At different time points (0, 4, 12, 24 h) after cutting, approximately 5 mm thick blocks of tuber tissues were radially cut from the epidermis to the pith, flash frozen in liquid nitrogen and stored at −80 °C for RNA extraction. Samples collected at 0 h after cutting were used as controls. Three biological replicates were performed for each sample. Each biological replicate is a mix of samples from three tubers.

### 2.2. RNA Extraction, Library Construction and Sequencing

The total RNA of potato tubers was extracted from each sample using a TiangenRNA extraction kit (Tiangen, Beijing, China) according to the manufacturer’s protocol. RNA degradation and contamination were monitored on 1% agarose gels. The purity, concentration, and integrity of RNA samples were measured as described by Zhao et al. (2016) [20]. For library construction and sequencing, refer to the method described by Fu et al. (2021) [21]. All raw data were submitted to the Gene Expression Omnibus (GEO) (No. GSE178602).

### 2.3. De Novo Assembly, DEG Analysis and Annotation

Clean reads were obtained by removing reads containing adapters, reads containing poly-N sequences and low-quality reads from the raw data, and were then used for de novo assembly with Trinity (http://trinityrnaseq.sourceforge.net/ (accessed on 14 July 2014)) [22]. At the same time, the Q20, Q30 and GC content of the clean data were calculated. All downstream analyses were based on high-quality clean data. Clean reads were then mapped to the potato reference genome (SolTub_3.0) using HISAT software [23,24]. Feature Counts v1.5.0-p3 was used to count the read numbers mapped to each gene [25]. The FPKM of each gene was then calculated based on the length of the gene and the number of reads mapped to the gene. The R package DESeq was used to identify DEGs between the samples based on a |Log2fold change| ≥ 1 and *p*-value ≤ 0.01 [26].

To annotate the DEGs, all of the assembled transcripts were searched against the publicly available Kyoto Encyclopedia of Genes and Genomes (KEGG) and GO databases using a corrected *p*-value ≤ 0.05 to obtain optimal functional annotation. The BLAST2GO (http://www.blast2go.com/b2ghome (accessed on 1 June 2021)) program was used to obtain the GO annotations of the unique assembled transcripts [27]. A metabolic pathway analysis was performed using KEGG (http://www.genome.jp/kegg/ (accessed on 22 September 2021)) [28].

### 2.4. Quantitative Real-Time PCR (qRT-PCR) Analysis

Total RNA was extracted from the samples using a Tiangen RNA extraction kit (Tiangen, Beijing, China) according to the manufacturer’s protocol. Approximately 2 μg of total RNA was reverse transcribed using a Tiangen trans kit (Tiangen, Beijing, China) following the manufacturer’s protocol and stored at −20 °C for qRT-PCR. A qRT-PCR analysis was performed using the Premix Ex TaqTM kit (Takara, Dalian, Japan) on the StepOne plus PCR platform (Applied Biosystems). The PCR program refers to our previous study [19]. *EF1α* was used as the internal control [29]. Relative changes in gene expression were assessed using the 2^−∆∆Ct^ method. Three biological replicates were performed for each treatment, and three technical replicates were performed for each sample. The sequences of the primers are listed in Supplementary Materials Table S1.

### 2.5. Determination of Enzyme Activity and H_2_O_2_ Content

Samples were collected from the perimedullary of potato tubers at different times (0 h, 4 h, 12 h, 24 h) after cutting for the assay of PPO, POD, Phenylalanine ammonia-lyase (PAL), CAT, SOD activity and H_2_O_2_ content. PPO, POD, PAL, CAT, SOD activity and H_2_O_2_ content was calorimetrically measured using an assay kit (Product code: BC0190, BC0090, BC0210, BC4780, BC0170, BC3590, respectively; Beijing Solarbio Science & Technology Co. Ltd., Beijing, China) and calculated according to the manufacturer’s instructions.

### 2.6. Statistical Analysis

All experiments were performed at least in triplicate, and the data were expressed as mean ± standard error of mean (SE). The statistical analysis was performed by one-way analysis of variance using BMC SPSS version 25 (SPSS Inc, Chicago, IL, USA). The significant differences at *p* < 0.05 were obtained using Duncan’s multiple range test.

## 3. Results

### 3.1. Browning Characteristic of Potato Tubers at Different Times after Cutting

The tubers of X2 were cut transversely and observed enzymatic browning at different times. Obvious enzymatic browning began at 4 h after cutting and deepened over time (Figure 1a). Except Δb*, the values of ΔL*, Δa* and ΔE* increased over time (Figure 1b–e). Furthermore, we detected the expression of PPO genes (*StuPPO1*, *StuPPO2*) of potato reported previously [30], and the results showed that the expression of both SuoPPO genes increased significantly at 4 h after cutting, and then were further upregulated over time (Figure 1f,g).

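Gene expression in tubers of the potato cultivar X2 was measured by RNA-Seq at 0, 4, 12 and 24 h after cutting. The authors filtered the reads, mapped them to the potato genome build SolTub_3.0 with HISAT, counted the reads on each gene with featureCounts and deposited FPKM, the fragments on a gene divided by its length and by the reads of the library. The deposited table holds 42667 genes, of which 39021 carry PGSC identifiers of the reference annotation and 3646 were predicted by the authors. An FPKM of 0 in every library used was listed for 11189 genes. The X2 values come from 11 libraries, 3 biological replicates each at 0, 4 and 12 h and 2 at 24 h, replicates 1 and 3. The table has 2 columns that carry the name of replicate 2 at 4 h. The first was taken, because the mean of the 4 h columns then equals the 4 h FPKM of Table S8 in 662 of 662 genes, and the other was not used. This column was therefore identified by its place and its values and not by its name alone, and DEG numbers without it are given beside the main ones. At 24 h, the mean of the 2 libraries equals the FPKM of Table S8 in 15 of the 662 genes. Which library the unused column holds was not established, so whether it is the missing replicate 2 of 24 h stays open. Low FPKM values fell on whole multiples of the value of 1 read, so the reads of each gene were recovered for all 29390 genes above 0 in at least 3 libraries. The reads on genes numbered 29746314 to 41921675 per library at 0 h, 30642779 to 33895501 at 4 h and 32621137 to 44921591 at 12 h, and 31557561 and 35095135 in the 24 h libraries. A gene with 3 reads or fewer in every library of a group was treated as at the detection limit, and a fold change against such a group is given as a lower bound. For a gene of 1 kb, 3 reads corresponded to an FPKM of 0.0668 to 0.101 in the X2 libraries. These limits cover counting error only. Each later time point was compared with 0 h by limma with a mean-variance trend on log2(FPKM + 0.1), over the genes with a mean FPKM of at least 0.5 in the compared libraries. FPKM was used as deposited, with no further scaling between libraries. DEGs were called at |log2FC| ≥ 1 and an unadjusted p of at most 0.01, the thresholds of the paper, and adjusted p-values are Benjamini-Hochberg values over all genes tested. Values are given as mean ± SD over libraries, with n = 3 at 0, 4 and 12 h and n = 2 at 24 h.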

Based on the above, the total RNA of potato tuber samples at 0, 4, 12, and 24 h after cutting was extracted, and an RNA-Seq was performed.

### 3.2. Transcriptome Data Generation and Processing

A total of 566.23 million raw reads were generated (Supplementary Materials Table S2). After removing the low-quality reads and adaptor sequences, a total of 557.68 million clean reads were detected across all samples of the X2 cultivar, which yielded 83.66 Gb of nucleotide data. The GC contents were 42.29–43.50%. The percentage of Q20 and Q30 were 96.30–97.55% and 90.54–93.23%, respectively. We mapped the clean reads to the potato reference genome, and 84.74–87.66% of the clean reads successfully mapped to the reference genome (Supplementary Materials Table S3). Most of the total reads were uniquely mapped to the potato genome, whereas a small proportion (approximately 2.61–4.04% of the total mapped reads) was mapped to multiple locations in the potato genome. The Pearson correlation coefficient between the three replications was more than 0.986 (Supplementary Materials Figure S1), indicating that the gene expression in the three replications of each sample was homogeneous. 

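Pearson's r of FPKM across all 42667 genes ranged from 0.979 to 0.996 over the 10 pairs of X2 libraries of the same time point. On log2(FPKM + 1), the alternative that moved it most, r ranged from 0.993 to 0.997. Between libraries of different time points, r on log2(FPKM + 1) ranged from 0.853 to 0.972 over 45 pairs. These coefficients were computed across genes, which are not independent replicates.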

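The principal components of the 11 X2 libraries were computed on log2(FPKM + 1) of 19818 genes with a mean FPKM of at least 0.5, centred per gene. The first component held 63.0% of the variance and the second 27.1%. On the first component, the 0 h libraries lay between 120.3 and 135.7, and the libraries of 4, 12 and 24 h lay between -66.1 and -26.7. The second component placed the 4 h libraries between -78.6 and -76.2, those of 12 h between 13.3 and 18.8, and those of 24 h at 72.9 and 75.9.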

A principal component analysis (PCA) was also performed to determine the outliers of RNA-seq data, and showed the good repeatability between biological repeats (Supplementary Materials Figure S2). Furthermore, several DEGs were randomly selected to verify their expression via qRT-PCR, the results of which were in accordance with the RNA-seq results (Supplementary Materials Figure S3). Overall, these results suggest that our transcriptome analysis using RNA-Seq was reliable, and the sequencing output and quality were sufficient to warrant further analysis.

### 3.3. DEG Analysis of Potato Tubers after Cutting

A differential gene expression analysis based on |log2FC| ≥ 1 and a *p*-value ≤ 0.01 identified 10,872 (5690 up-regulated and 5182 down-regulated), 10,449 (5530 up-regulated and 4919 down-regulated), and 11,880 (6666 up-regulated and 5214 down-regulated) DEGs at 4, 12, and 24 h compared to 0 h after cutting, respectively (Figure 2a). 

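At 4 h after cutting, 19063 genes were tested and 9753 were called as DEGs, 6743 up-regulated and 3010 down-regulated. At 12 h, 10460 of 19344 genes were called, 7076 up-regulated and 3384 down-regulated. For 24 h, with 2 libraries, the call covered 9943 of 19690 genes, 6605 up-regulated and 3338 down-regulated. With an adjusted p of at most 0.05 in place of the unadjusted threshold, 9952, 10605 and 10288 DEGs were called at 4, 12 and 24 h. Raising the threshold to |log2FC| ≥ 1.5 moved these numbers most, to 6549, 7323 and 6877. When each library was left out in turn, the number ranged from 9401 to 9761 at 4 h, from 10178 to 10479 at 12 h and from 9734 to 9928 at 24 h, where only the 0 h libraries could be left out. Without replicate 2 of 4 h, 9546 DEGs were called at 4 h, 6512 up-regulated and 3034 down-regulated.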

A complete list of DEGs is provided in the supplementary datasets (Supplementary Materials Table S4). 

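Among the DEGs called on FPKM as deposited, 69.1% were up-regulated at 4 h, 67.7% at 12 h and 66.4% at 24 h. The median log2FC of all genes tested was 0.47 at 4 h, 0.48 at 12 h and 0.37 at 24 h. Scaling the libraries by median-of-ratios size factors, which set the typical gene equal between libraries, lowered this median by 0.43, 0.42 and 0.34. Under this scaling, 52.0% of the DEGs were up-regulated at 4 h, 52.8% at 12 h and 53.4% at 24 h, with 4888 up-regulated and 4519 down-regulated DEGs at 4 h. The directions of single genes and gene families given here are on FPKM as deposited unless another scaling is named.

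**Figure D1:**
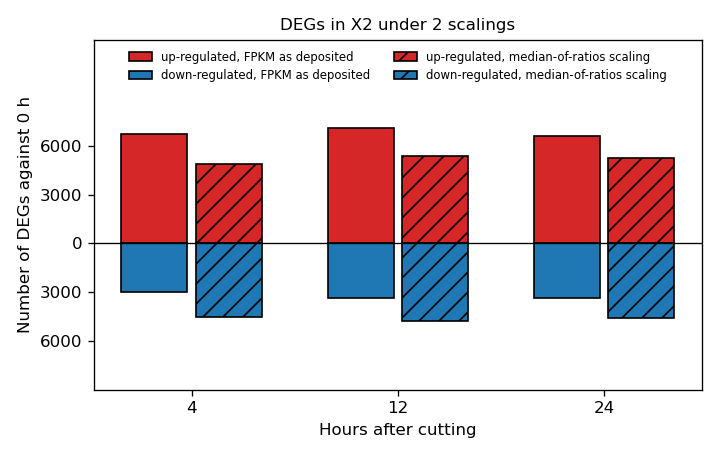
Number of DEGs in X2 tubers (y axis) against hours after cutting (x axis), with up-regulated DEGs above 0 and down-regulated DEGs below it, on FPKM as deposited (plain bars) and after median-of-ratios scaling (hatched bars). The plain bars are longer above 0 than below it at 4, 12 and 24 h, and the hatched bars are nearer to equal.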

In general, the number of up-regulated DEGs was significantly higher than that of the down-regulated DEGs at three time points after cutting. After cutting, the number of up-regulated genes increased gradually and reached a maximum at 24 h, while the number of down-regulated genes decreased gradually, reached a minimum at 12 h, and then increased, indicating a difference in different response stages after wounding. 

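With median-of-ratios scaling, 5381 up-regulated and 4806 down-regulated DEGs were called at 12 h, and 5267 and 4591 at 24 h. The number of up-regulated DEGs was highest at 12 h both on FPKM as deposited and after this scaling. Down-regulated DEGs were fewest at 4 h on FPKM as deposited and after scaling alike. Between 4 and 24 h, 126 genes were called in opposite directions. The difference between time points was not tested gene by gene. From the way these numbers change with time, the paper concludes that the response stages after wounding differ.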

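Of the DEGs at 4 h, 58.8% were called at 12 and 24 h as well. This intersection held 5737 genes, of which 3826 were up-regulated and 1877 down-regulated at all 3 time points and 34 changed direction. After median-of-ratios scaling, the intersection held 5541 genes, and the larger part was down-regulated, with 2957 genes against 2544 up-regulated. A threshold of |log2FC| ≥ 1.5 moved the number most, to 3370. All comparisons used the same 0 h libraries, which by itself makes their fold changes alike. In 20 simulations of unchanged groups against shared 0 h libraries, at most 2 genes were called at all 3 time points, with a median of 0. The simulated fold changes at 4 and 12 h had a median Pearson's r of 0.5 across genes. In the X2 libraries r across 18339 genes was 0.853 between 4 and 12 h, 0.727 between 4 and 24 h and 0.919 between 12 and 24 h.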

A Venn diagram analysis showed that 6581 DEGs (3170 up-regulated and 3373 down-regulated) were shared across the three time points after cutting (Figure 2b–d). This result indicated that 6581 DEGs were involved in the continuous response 0–24 h after cutting. 

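On FPKM as deposited, 2052 DEGs were called at 4 h only, 756 at 12 h only and 1573 at 24 h only. Testing without the filter on low FPKM moved these numbers most, to 2409, 954 and 1860. A DEG of a single time point passed the thresholds there and failed them at the other time points, and the difference between time points was not tested.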

There were 3026, 366, and 1912 specific DEGs at 4 h, 12 h and 24 h after cutting, respectively (Figure 2b). 

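When each library was left out in turn, DEGs of a single time point numbered 1925 to 2150 at 4 h, 1570 to 1664 at 24 h and 693 to 809 at 12 h. After median-of-ratios scaling they numbered 2042 at 4 h, 1540 at 24 h and 767 at 12 h.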

The most DEGs were found at 4 h after cutting, followed by 24 h, and the least were found at 12 h after cutting. Specific DEGs at the three time points represent specific changes at different stages after cutting.

### 3.4. GO and KEGG Enrichment of DEGs in Response to Cut-Wounding

We conducted a GO analysis on 6581 shared DEGs. The results showed that 3170 up-regulated DEGs were enriched across the three categories (Figure 3a and Supplementary Materials Table S5). More than 87.5% of these DEGs were classified into the categories biological process (BP) and molecular function (MF) based on Gene Ontology (GO) analysis. In BP, metabolic process was the most dominant term, followed by single-organism process, single-organism cellular process, single-organism metabolic process, single-organism localization, single-organism transport, oxidation-reduction process, lipid metabolic process, lipid biosynthetic process, steroid biosynthetic process, drug transmembrane transport, drug transport, and response to drug. In MF, catalytic activity; oxidoreductase activity, acting on CH-OH group of donors; oxidoreductase activity; transferase activity; oxidoreductase activity, acting on the CH-OH group of donors; NAD or NADP as acceptor; cofactor binding; drug transmembrane transporter activity; drug transporter activity; transferase activity; transferring acyl groups; coenzyme binding, protein-glutamine γ-glutamyltransferase activity; transferase activity, and transferring glycosyl groups were the most enriched. In CC, membrane-related functional terms were the most enriched.

An analysis of the 3373 shared down-regulated DEGs was also performed (Figure 3b and Supplementary Materials Table S5). In BP, cellular nitrogen compound metabolic process, nitrogen compound metabolic process, heterocycle metabolic process, nucleobase-containing compound metabolic process, organic cyclic compound metabolic process, cellular aromatic compound metabolic process, nucleic acid metabolic process, gene expression, RNA metabolic process, cellular macromolecule biosynthetic process, macromolecule biosynthetic process, cellular nitrogen compound biosynthetic process, organic cyclic compound biosynthetic process, heterocycle biosynthetic process, RNA biosynthetic process, aromatic compound biosynthetic process, transcription, DNA template, nucleic acid template transcription, cellular biosynthetic process, organic substance biosynthetic process, nucleobase-containing compound biosynthetic process, heterocycle catabolic process, cellular macromolecule metabolic process, and nuclear export were the most enriched. In MF, nucleic acid binding, nickel cation binding, binding, DNA binding, and nucleotidyltransferase activity were enriched. In CC, nucleus was the most enriched. These results indicated that the biological functions described above might be activated under wounding stress in potato tubers.

To better understand the biological functions of our DEGs in their respective biochemical pathways, we also performed a KEGG analysis for 6581 shared DEGs. The results showed that the 3170 up-regulated DEGs were enriched in 116 biological pathways (Figure 2c and Supplementary Materials Table S5). Among these significantly enriched pathways, 235 DEGs were mostly enriched in the biosynthesis of secondary metabolites, and 25 DEGs were enriched in the citrate cycle (TCA cycle). Phenylpropanoid biosynthesis, stilbenoid, diarylheptanoid and gingerol biosynthesis, and flavonoid biosynthesis, which produce defensive secondary metabolites, were also enriched. Furthermore, amino acid-related pathways, such as phenylalanine metabolism, phenylalanine, tyrosine and tryptophan biosynthesis and the biosynthesis of amino acids, were enriched for 38, 18 and 29 DEGs, respectively. In addition, fatty acid-related pathways, such as fatty acid metabolism, fatty acid biosynthesis, butanoate metabolism and synthesis and degradation of ketone bodies, were also enriched. The 3373 down-regulated DEGs were enriched in 109 biological pathways (Figure 3d and Supplementary Materials Table S5), and significantly enriched in the spliceosome, mismatch repair, nucleotide excision repair, homologous recombination, DNA replication, RNA transport, mRNA surveillance, and protein processing pathways in the endoplasmic reticulum.

Furthermore, we performed a GO analysis for the specific DEGs at the three time points after cutting (Supplementary Materials Table S6 and Figure S4). At 4 h, 3026 specific DEGs were enriched in one or more GO terms. Among them, 906 DEGs were enriched in the functional term ion binding; the specific DEGs at 12 h were mainly enriched in DNA metabolic process, DNA binding, and nucleic acid binding; at 24 h, 1912 specific DEGs were mostly enriched in single-organism metabolic process, metabolic process, and catalytic activity. These results implied that there were some differences in the changes in potato tubers at different stages after cutting.

### 3.5. Antioxidant Enzymes and Enzymatic Browning-Related Genes in Response to Cut-Wounding

Phenylalanine ammonialyase (PAL) is the first and rate-limiting enzyme of the phenylpropanoid biosynthesis pathway, and it is also the key enzyme in the production of phenolic compounds. 

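Table S7 gives 11 listings under PAL, which are 10 distinct genes. At 4 h, 9 of the 9 PAL genes that passed the FPKM filter were called up-regulated, followed by 10 of 10 at 12 h and 9 of 9 at 24 h. At an adjusted p of at most 0.05, the numbers were 9, 10 and 9 over all genes tested, and the same adjusted over the list alone. The study chose the genes of this list on the same samples, so the second count is not independent evidence. With pseudocount 1, 9 of the 10 genes were called at some time point. After median-of-ratios scaling, 8 were called at 24 h, and Novel01899, at a log2FC of 1.01, no longer passed the p threshold. Without replicate 3 of 0 h the call of Novel01899 at 24 h was lost too, at a log2FC of 1.10, and without replicate 1 of 0 h at 1.29. The highest mean fell at 4 h in 3 of the genes, at 12 h in 2 and at 24 h in 5. PGSC0003DMG400023458 changed most, from an FPKM of 1.91 ± 0.71 at 0 h to 91.8 ± 9.51 at 24 h. Its log2FC there was 5.57 (standard error 0.30, limma, Benjamini-Hochberg adjusted p = 2.61e-05). The genes highest at 4 h were Novel01736, PGSC0003DMG400031457 and Novel01899. Novel01736 had 21.5 ± 4.45 at 4 h against 18.2 ± 1.67 at 24 h, a difference smaller than the SD at 4 h, and PGSC0003DMG400031457 had 9.56 ± 2.88 at 4 h against 8.97 ± 0.523 at 12 h. Novel01899 reached 2.74 ± 0.716 at 4 h against 1.27 ± 0.304 at 12 h. These predicted genes overlap on chromosome 3 of SolTub_3.0, Novel01736 on the plus strand from 5473481 to 5514106 and Novel01899 on the minus strand from 5474232 to 5514347, so their reads are uncertain unless the counting used the strand. Reads shared between close members of the PAL, PPO and POD families could have been split between them by the counting.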

In this study, we detected 11 PAL genes, all of which were up-regulated in response to cut-wounding and reached their highest levels at 12 h or 24 h. PPO is the key enzyme in the enzymatic browning of potato tubers. Similar to PAL genes, six PPO genes detected were also up-regulated in response to cut-wounding and reached their highest expression at 24 h after cutting, with a log2FC of 3.099–7.305. 

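Table S7 lists 6 PPO genes, of which PGSC0003DMG400029575, PGSC0003DMG400029576, PGSC0003DMG400018914, PGSC0003DMG400018916 and PGSC0003DMG400018917 lie on chromosome 8 and PGSC0003DMG400022430 on chromosome 2. All 4 genes tested at 4 h and all 4 tested at 12 h were called up-regulated, as were all 5 tested at 24 h, before and after median-of-ratios scaling. The same genes passed an adjusted p of 0.05 over all genes tested and adjusted over the list alone, a list chosen on these samples. The highest mean of each of the 6 genes was at 24 h. PGSC0003DMG400029575, from 45630872 to 45632817 and described as catechol oxidase B, rose from an FPKM of 9.19 ± 4.08 at 0 h to 29.1 ± 5.10 at 4 h, 141 ± 15.4 at 12 h and 448 ± 113 at 24 h. Its log2FC was 1.76 at 4 h, 4.04 at 12 h and 5.69 at 24 h (standard error 0.43 at 24 h, limma, Benjamini-Hochberg adjusted p = 6.87e-05). PGSC0003DMG400029576 had the lowest log2FC of the genes tested at 24 h, 3.92 (standard error 0.64, limma, Benjamini-Hochberg adjusted p = 0.00169). At 4 h its log2FC of 2.12 lost the call without replicate 3 of 0 h (1.99) or without replicate 3 of 4 h (1.98). PGSC0003DMG400018914 and PGSC0003DMG400018916 reached a log2FC of 5.35 and 5.38 at 24 h, and PGSC0003DMG400018917 of 5.24. PGSC0003DMG400022430 was listed at 0 in every 0 h library and stayed under the FPKM filter, with 0.411 ± 0.0535 at 24 h, at least 17.9-fold higher. With pseudocount 0.01 the largest log2FC at 24 h was 7.57, and without the FPKM filter, the alternative that moved the number called most, all 6 genes were called.

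**Figure D2:**
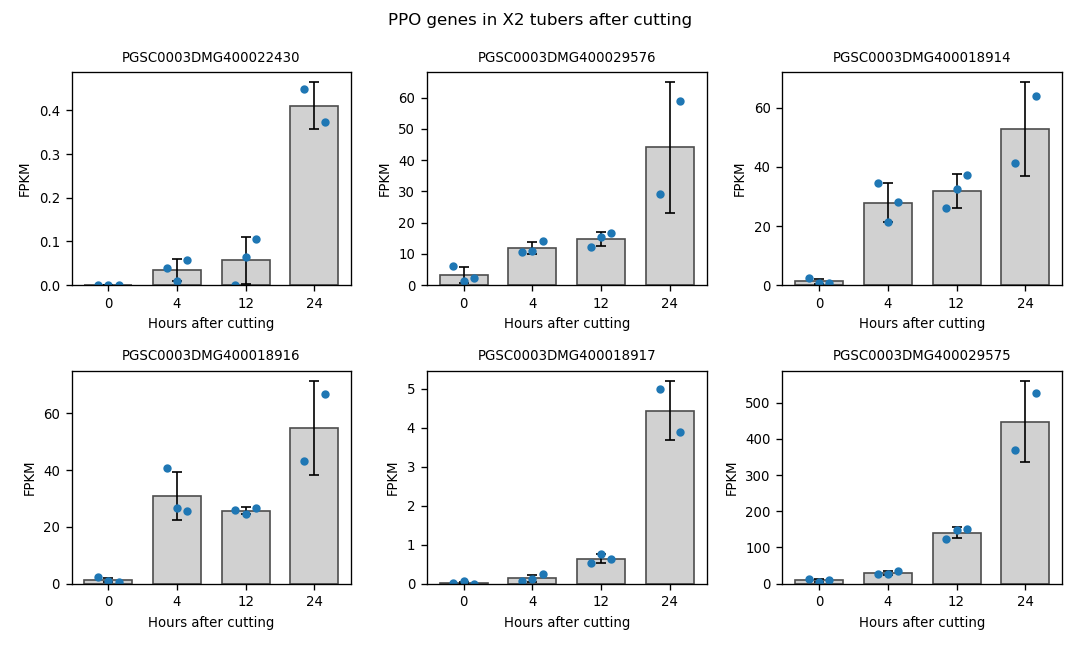
FPKM (y axis, a separate scale for each gene) of the 6 PPO genes in X2 tubers against hours after cutting (x axis), with bars for the mean, error bars for the SD and points for single libraries (n = 3 at 0, 4 and 12 h, n = 2 at 24 h). The bar at 24 h is the tallest for every gene.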

CAT, SOD, and POD can remove ROS from plants under stress. In this study, we detected four CAT genes, four SOD genes and 43 POD genes. Among the four CAT genes, one gene was up-regulated after cutting; the expression levels of two genes were the lowest at 4 h after injury and then increased. 

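Of the 4 CAT genes of Table S7, PGSC0003DMG400001570 was called up-regulated at each time point, with a log2FC of 2.16 at 4 h, 3.48 at 12 h and 3.49 at 24 h (standard error 0.27 at 24 h, limma, Benjamini-Hochberg adjusted p = 7.08e-05). It is described as catalase isozyme 2 and lies on chromosome 2 from 38567863 to 38572211. The other three were called down-regulated at 4 h. PGSC0003DMG400029408, on chromosome 12 from 57454332 to 57458059, had a log2FC of -1.53 at 4 h, -0.63 at 12 h and 0.55 at 24 h. For PGSC0003DMG400009906, on chromosome 4, the values were -1.23, -0.79 and -0.39. PGSC0003DMG400009908, also on chromosome 4, stayed low at -1.98, -2.40 and -2.22. At 12 and at 24 h, 1 of the 4 genes was called down-regulated. After median-of-ratios scaling, 3 were called down-regulated at 12 h, with -1.21 for PGSC0003DMG400009906 and -1.06 for PGSC0003DMG400029408. Without replicate 1 of 0 h, PGSC0003DMG400009906 was called at 12 h as well, at -1.06. With pseudocount 1 the calls of PGSC0003DMG400009908 were lost, at -0.81, -0.91 and -0.88. An adjusted p of at most 0.05 was reached by 4, 4 and 3 of the 4 genes at 4, 12 and 24 h, over all genes tested as well as adjusted over the list alone, which was chosen on these samples.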

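Superoxide dismutase genes in Table S7 are PGSC0003DMG400005247 on chromosome 3, PGSC0003DMG400016647 and PGSC0003DMG400027577 on chromosome 6, and the predicted gene Novel01435 on chromosome 2. PGSC0003DMG400005247 had a log2FC of 0.79 at 4 h, 1.46 at 12 h and 1.18 at 24 h, with calls at 12 and 24 h. After median-of-ratios scaling its value at 24 h was 0.84 and the call was lost. PGSC0003DMG400027577 was called down-regulated at 4, 12 and 24 h, at -1.32, -1.16 and -1.34 (standard error 0.19 at 24 h, limma, Benjamini-Hochberg adjusted p = 0.000898). PGSC0003DMG400016647, a mitochondrial Mn form, was not called at any time point, with -0.69 at 4 h, -0.14 at 12 h and 0.35 at 24 h. Its value at 4 h reached -1.13 after scaling and was then called. Scaling without the 100 genes most abundant at 0 h, an alternative chosen after seeing the data, turned its value at 24 h to -0.06. Novel01435 stayed under the FPKM filter, with 0.092 ± 0.0153 at 0 h, 0.126 ± 0.12 at 4 h, 0.0611 ± 0.0243 at 12 h and 0.083 ± 0.0446 at 24 h. The genes with an adjusted p of at most 0.05 numbered 3, 2 and 3 at 4, 12 and 24 h over all genes tested and adjusted over the list alone, a list picked on these samples.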

Among the four SOD genes, except for PGSC0003DMG400005247, the others were down-regulated. 

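Under POD, Table S7 gives 43 listings, which are 41 distinct genes. They include PGSC0003DMG402015792, described as a short-chain dehydrogenase, and PGSC0003DMG402023885, described as of unknown function. The first is counted below as up-regulated at 12 h (log2FC 2.88) and 24 h (2.96). At 4 h, 26 of the 41 genes passed the FPKM filter, and 19 were called up-regulated and 1 down-regulated. At 12 h, 24 of 29 were up-regulated and 2 down-regulated, and at 24 h 22 and 2 of 29. Over the time points together, 30 genes were called up-regulated at least once and 3 down-regulated at least once. PGSC0003DMG400016453 was in both groups, with a log2FC of -3.80 at 4 h, -1.48 at 12 h and 2.04 at 24 h. PGSC0003DMG400024253 was down-regulated at 12 h (-2.04) and 24 h (-1.97), and PGSC0003DMG400011458 at 24 h (-1.07). Counted by means alone, 33 of the 41 genes had a mean above that of 0 h at some later time, and 8 had none. The largest log2FC was that of PGSC0003DMG400014867 at 24 h, on chromosome 3 from 7132680 to 7135798, at 7.31 (standard error 0.38, limma, Benjamini-Hochberg adjusted p = 2.42e-05). An adjusted p of at most 0.05 was reached by 24, 28 and 28 genes over all genes tested and by 25, 29 and 28 adjusted over the list alone, which the study chose on these samples. After median-of-ratios scaling, the family had 17 up-regulated and 2 down-regulated genes at 4 h, 24 and 4 at 12 h, and 22 and 3 at 24 h. Without the FPKM filter, the alternative that moved the number called most, 39 genes were called at some time point.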

Among the 43 POD genes, 32 (74.4%) were up-regulated, and the rest were down-regulated (Figure 4 and Table S7). Rboh is the key enzyme in ROS production. 

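Respiratory burst oxidase homologs (Rboh) make up 7 genes of Table S7, among them the predicted genes Novel02721, Novel02552 and Novel03252. At 4 h and at 12 h, 6 of them passed the FPKM filter, and all 6 were called up-regulated, with a log2FC of 1.58 to 3.31 at 4 h and 1.85 to 4.51 at 12 h. At 24 h, 5 were tested and called, with a log2FC of 1.41 to 5.37. After median-of-ratios scaling, 4 of these calls at 24 h were left, and Novel02552, at a log2FC of 1.10, no longer passed the p threshold. The seventh gene, PGSC0003DMG400013550, stayed under the filter at every time point, with an FPKM of 0.144 ± 0.0221 at 0 h, 0.619 ± 0.143 at 4 h, 0.159 ± 0.0484 at 12 h and 0.423 ± 0.201 at 24 h. The numbers with an adjusted p of at most 0.05 were 6, 6 and 5 over all genes tested and adjusted over the list alone, a list chosen on these samples.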

Seven Rboh genes were detected, all of which showed up-regulated expression. Among them, the Log2FC of PGSC0003DMG400024754 is greater than 4.9.

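PGSC0003DMG400024754, described as Rboh protein B, had an FPKM of 0.021 ± 0.00892 at 0 h, 1.13 ± 0.558 at 4 h, 1.93 ± 0.569 at 12 h and 0.787 ± 0.498 at 24 h. Its log2FC was 3.25 at 4 h and 4.04 at 12 h (standard error 0.27, limma, Benjamini-Hochberg adjusted p = 5.68e-06). At 24 h it was under the FPKM filter and not tested. The value depends on the pseudocount, with 1.03 at 4 h for pseudocount 1 and 5.14 for pseudocount 0.01.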

### 3.6. DEGs with a |Log2FC| ≥ 6

We focused on the unigenes that were strongly induced by cut-wounding. The 898 DEGs with a |Log2FC| ≥ 6 were detected (Table 1 and Table S8). Of these, 128 genes were down-regulated and 770 genes were up-regulated, accounting for 85.7% of the total. 

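With log2(FPKM + 0.1), 227 DEGs had a |log2FC| of 6 or more at 4, 12 or 24 h. The number depends on the pseudocount, with 29 genes at pseudocount 1 and 852 at pseudocount 0.01. Of the 227 genes, 194 are in Table S8. Table S8 has 898 listings, which are 662 distinct genes, with 446 listed once, 196 listed at 2 time points and 20 at 3. In 309 of these genes (46.7%), every 0 h library had 3 reads or fewer, so their fitted fold changes against 0 h depend on the pseudocount. At 4, 12 and 24 h, 216, 349 and 495 genes of Table S8 passed the FPKM filter. Among genes with a mean FPKM of at least 5 whose libraries did not overlap between groups, the largest log2FC at 4 h was that of PGSC0003DMG400010357, a phloem protein 2 gene, with an FPKM of 22.8 ± 1.04 against 0.187 ± 0.122 at 0 h and a log2FC of 6.40 (standard error 0.28, limma, Benjamini-Hochberg adjusted p = 6.68e-07). At 12 h it was that of PGSC0003DMG400001119, a histone H3.2 gene, with 81.3 ± 9.40 and a log2FC of 7.80 (standard error 0.37, limma, Benjamini-Hochberg adjusted p = 1.2e-06). PGSC0003DMG400016176, a gene of unknown function, led at 24 h with 114 ± 2.66 and a log2FC of 8.88 (standard error 0.16, limma, Benjamini-Hochberg adjusted p = 1.52e-05). PGSC0003DMG400025304, for DNA-binding protein MNB1B, was at the detection limit at 0 h and at least 422-fold higher at 12 h. PGSC0003DMG400025228, for a gamma aminobutyrate transaminase, was at the detection limit at 0 h too and at least 1130-fold higher at 24 h. Both bounds are above the fitted changes of the genes that led at these times. These ranks therefore hold only for log2FC fitted with pseudocount 0.1.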

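Of the genes with a |log2FC| of 6 or more, 215 were up-regulated and 12 down-regulated. With pseudocount 0.01 the split was 776 against 76, and after median-of-ratios scaling 165 against 16. The lowest log2FC among well-expressed genes with separate libraries was that of PGSC0003DMG401020927, a putative bHLH transcription factor gene. Its FPKM fell from 25.5 ± 4.29 at 0 h to 0.0896 ± 0.117 at 4 h and 0.0422 ± 0.0591 at 12 h, with a log2FC of -7.24 and -7.56 (standard error 0.29 at 12 h, limma, Benjamini-Hochberg adjusted p = 5.93e-07). At 24 h the lowest was Novel03642, predicted as a cytochrome P450 71A1-like gene, which was at the detection limit there and at least 183-fold lower than at 0 h. In Table S8, 140, 287 and 423 genes were called up-regulated at 4, 12 and 24 h, and 59, 58 and 56 down-regulated.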

KEGG analysis indicated that the functions of these DEGs were divided into four related categories, including plant defense, wound healing, DNA synthesis and degradation, and signal synthesis and transmission. 

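Table 1 lists 205 genes by KEGG pathway, which are 126 distinct genes. Of these, 51 passed the FPKM filter at 4 h, 75 at 12 h and 94 at 24 h. The genes called up-regulated numbered 42, 68 and 86, and those called down-regulated 6, 6 and 7, with the same numbers after median-of-ratios scaling. In the DNA replication pathway, 2 of 6 genes were called up-regulated at 4 h, 5 at 12 h and 6 at 24 h. The MCM3 gene PGSC0003DMG400008308, a DNA replication licensing factor, rose from an FPKM of 0.194 ± 0.0966 at 0 h to 31.6 ± 1.76 at 12 h (log2FC 6.80, standard error 0.23, limma, Benjamini-Hochberg adjusted p = 3.87e-07) and had 11.6 ± 1.94 at 24 h. These genes were listed for their fold change on the same samples, so the counts describe the list and are not a test of the pathways.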

The phenylpropanoid biosynthesis pathway, which contributes to the biosynthesis of phenol compounds and lignin, contained 15 DEGs with a |log2FC| ≥ 6, including one gene encoding trans-cinnamate 4-monooxygenase, four genes encoding cinnamyl-alcohol dehydrogenase, one gene encoding β-glucosidase, one gene encoding coniferyl-alcohol glucosyltransferase, and eight genes encoding peroxidase. In addition, the starch and sucrose metabolism and plant hormone signal transduction pathways contained 10 DEGs, respectively. Furthermore, some typical genes encoding defense-related proteins were also found, such as chitinase, which was up-regulated in response to cut-wounding and belonged to the amino sugar and nucleotide sugar metabolism pathway. 

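In the phenylpropanoid biosynthesis list of Table 1, 4 of 15 genes were tested and called up-regulated at 4 h, 9 at 12 h and 13 at 24 h. For 5 of the genes, every 0 h library had 3 reads or fewer. The peroxidase gene PGSC0003DMG400014867 had an FPKM of 1.15 ± 0.602 at 0 h, 24.4 ± 0.984 at 4 h, 73.5 ± 17.8 at 12 h and 188 ± 50.5 at 24 h. PGSC0003DMG400003013, for a beta-D-glucan exohydrolase, rose from 0.173 ± 0.127 to 49.7 ± 6.11 at 24 h (log2FC 7.60, standard error 0.37, limma, Benjamini-Hochberg adjusted p = 2.15e-05). The cytochrome P450 gene PGSC0003DMG400013684 had a log2FC of 5.54 at 24 h (standard error 0.82, limma, Benjamini-Hochberg adjusted p = 0.00107), with 10.2 ± 10.7, so the libraries of 24 h differed widely. PGSC0003DMG400016114, for sinapyl alcohol dehydrogenase 2, was at least 90.8-fold higher at 24 h than at 0 h. The peroxidase gene PGSC0003DMG400030430 was lower after cutting and stayed under the FPKM filter. It had 0.586 ± 0.0143 at 0 h, 0.0762 ± 0.0195 at 12 h and 0.229 ± 0.245 at 24 h. At 4 h it was at the detection limit and at least 12.9-fold lower than at 0 h.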

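Among the 10 genes of the starch and sucrose metabolism list, 3 were called up-regulated at 4 h, 5 at 12 h and 7 at 24 h. The pectinesterase gene PGSC0003DMG402019255 rose from an FPKM of 0.851 ± 0.457 at 0 h to 128 ± 22.5 at 24 h (log2FC 7.21, standard error 0.46, limma, Benjamini-Hochberg adjusted p = 4.1e-05). PGSC0003DMG400031800, a cellulose synthase gene, was at least 882-fold higher at 24 h than at 0 h. In the plant hormone signal transduction list, 5 of 10 genes had 3 reads or fewer in every 0 h library, and 5, 4 and 3 genes were called up-regulated at 4, 12 and 24 h. PGSC0003DMG400005585, of unknown function, was called down-regulated at 24 h, with 0.895 ± 0.298 at 0 h, and at the detection limit there it was at least 13.8-fold lower.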

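The chitinase genes of this pathway in Table 1 are PGSC0003DMG400026854, described as endochitinase 2, and PGSC0003DMG400026853, described as endochitinase 3. Endochitinase 2 had an FPKM of 0.756 ± 0.299 at 0 h, 17.5 ± 2.37 at 4 h, 19.4 ± 5.57 at 12 h and 69.6 ± 18.2 at 24 h, with a log2FC of 6.38 at 24 h (standard error 0.31, limma, Benjamini-Hochberg adjusted p = 2.15e-05). Endochitinase 3 rose from 0.073 ± 0.044 at 0 h to 4.31 ± 1.13 at 12 h and 11.8 ± 1.28 at 24 h, with a log2FC of 4.67 and 6.13. At 4 h it was under the FPKM filter, at 0.725 ± 0.184.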

Some key genes for plant hormone biosynthesis, including GA, CK, and ET, were also found, which belonged to the diterpenoid biosynthesis, zeatin biosynthesis, and cysteine and methionine metabolism pathways, respectively. It was also observed that the expression of genes related to the signal transduction of IAA (5), JA (2), and SA (1) was strongly altered in response to cut-wounding. 

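For GA, the ent-kaurenoic acid oxidase gene PGSC0003DMG400001823 of the diterpenoid biosynthesis list had an FPKM of 0.0254 ± 0.0322 at 0 h, 2.14 ± 1.12 at 4 h, 1.23 ± 0.365 at 12 h and 2.16 ± 0.122 at 24 h. Its log2FC was 4.08, 3.41 and 4.20 (standard error 0.32 at 24 h, limma, Benjamini-Hochberg adjusted p = 7.05e-05). For CK, the largest change in the zeatin biosynthesis list was that of the glucosyltransferase gene PGSC0003DMG402027210, from 0.751 ± 0.344 at 0 h to 127 ± 19.8 at 24 h (log2FC 7.30, standard error 0.35, limma, Benjamini-Hochberg adjusted p = 2.05e-05). For ET, PGSC0003DMG400021426, which encodes 1-aminocyclopropane-1-carboxylate synthase 3, had 0.0162 ± 0.0172 at 0 h, 1.48 ± 0.43 at 4 h, 1.17 ± 0.0614 at 12 h and 0.0543 ± 0.00408 at 24 h. Its log2FC was 3.74 at 4 h and 3.46 at 12 h, and at 24 h it was under the FPKM filter.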

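For JA, PGSC0003DMG400006480, described as protein TIFY 9, had an FPKM of 0.797 ± 0.226 at 4 h and was at least 14.9-fold higher than at 0 h, where it was at the detection limit. PGSC0003DMG400028800, which Table S9 assigns to the Tify family, was at least 36.4-fold higher at 4 h and at least 8.04-fold higher at 12 h. At 24 h both had 3 reads or fewer in each library, as at 0 h, and no fold change can be given. PGSC0003DMG400023678, for a TGA10 transcription factor, was at least 21.3-fold higher at 24 h and stayed under the FPKM filter at each time point.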

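The GH3.6 gene PGSC0003DMG400019274, for an indole-3-acetic acid-amido synthetase, had an FPKM of 0.0848 ± 0.0424 at 0 h, 1.96 ± 0.225 at 4 h, 11.1 ± 5.34 at 12 h and 9.35 ± 3.45 at 24 h. Its log2FC was 3.50, 5.85 and 5.65 (standard error 0.34 at 24 h, limma, Benjamini-Hochberg adjusted p = 3.42e-05). Table 1 holds 3 genes described as SAUR family proteins. PGSC0003DMG400003228 was highest at 4 h, with 8.63 ± 1.86 against 0.0981 ± 0.0999 at 0 h and a log2FC of 5.58. PGSC0003DMG400003227 was at least 19.4-fold higher at 4 h, and PGSC0003DMG400028254 at least 21.2-fold higher at 24 h, than at 0 h.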

As an example, the expression of a gene encoding one auxin-responsive GH3 gene family member, four genes encoding SAUR family proteins, and two genes encoding jasmonate ZIM domain-containing proteins was up-regulated after cutting.

### 3.7. Transcription Factor Genes Identified in Response to Cut-Wounding

Gene expression is often regulated at the transcriptional level. Therefore, the collection of DEGs was used to query PlantTFDB to identify transcription factors (TFs) that might have a vital role in the cut-wounding response. 

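The sheets of Table S9 together hold 1157 transcription factor genes, of which 1006 passed the FPKM filter at 4 h and 993 at 12 h and at 24 h. With the same thresholds at every time point, 452 were called up-regulated and 195 down-regulated at 4 h, 336 and 232 at 12 h, and 269 and 236 at 24 h. At an adjusted p of at most 0.05, 880, 875 and 783 genes passed over all genes tested, whatever the size of their change, and 881, 877 and 786 adjusted over the list alone. The list was chosen on these samples and is not independent evidence. Over the time points together 852 of these genes were called, and 642 at |log2FC| ≥ 1.5, the alternative that moved this number most. After median-of-ratios scaling, 355 were up-regulated and 285 down-regulated at 4 h, while down-regulated genes were the larger part at 12 h (271 up, 340 down) and 24 h (210 up, 318 down).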

At 4 h, 12 h and 24 h after cutting, 1012, 719 and 313 TFs were found to be significantly responsive to cut-wounding, respectively (Figure 5 and Supplementary Materials Table S7). 

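In total, 647 transcription factor genes of Table S9 were called at 4 h, 568 at 12 h and 505 at 24 h. After median-of-ratios scaling the totals were 640, 611 and 528. Of the genes called up-regulated at 24 h, 236 were called up-regulated at 12 h too, and 201 at 4 h too. The sheets hold 1012 genes for 4 h, 719 for 12 h and 313 for 24 h, with 1 up-regulated gene at 24 h. Of the 269 genes called up-regulated at 24 h here, 0 are in the 24 h sheet, so all entered through the other sheets. The fall in the totals, the directions at 24 h, in the families too, and this overlap can follow from the list. They do not test a decrease with time.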

Over time, the number of transcription factors decreased, indicating that most transcription factors were mainly involved in the early wounding response. These TFs were assigned to 79 types. Among them, MYB was the most abundant at all three time points, followed by AP2-EREBP, C3H and WRKY, which indicated that these four types of TFs play important roles in the potato tuber wounding response. 

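Ranked by the number of genes called, MYB was first at each time point, with 49 genes at 4 h, 54 at 12 h and 50 at 24 h. AP2-EREBP was second with 47, 40 and 28. The order of these families at 4 h depended on the setting. After median-of-ratios scaling MYB stayed ahead at 4 h, with 25 genes up-regulated and 27 down-regulated, against 42 and 8 for AP2-EREBP. Without the FPKM filter AP2-EREBP had more called genes, with 55 and 5 against 38 and 19 for MYB. The same held with a mean FPKM of at least 1 (39 and 4 against 24 and 18). So it did at |log2FC| ≥ 1.5, with 41 and 2 against 25 and 13. At 4 h, MYB and AP2-EREBP were followed by WRKY with 30, bHLH with 29, and C3H and HB with 27 each. At 12 h C3H and WRKY had 27 each, and at 24 h bHLH had 27 and WRKY 22. C3H had 17 called genes at 24 h, all of them down-regulated. Its 0 up-regulated calls at 24 h stand beside 13 genes with a log2FC above 0 at an unadjusted p under 0.05, and leaving out 1 of the 0 h libraries gave at most 1 up-regulated call. Before 24 h, C3H had 14 up-regulated and 13 down-regulated genes at 4 h, which scaling changed to 10 and 18, and 9 and 18 at 12 h, which it changed to 3 and 24.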

The number of up-regulated and down-regulated MYB transcription factors at 4 h and 12 h after cutting showed no significant difference. For example, at 4 h, 38 and 32 MYB transcription factors were up-regulated and down-regulated, respectively. 

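At 4 h, 69 MYB genes of Table S9 were tested, and 30 were called up-regulated and 19 down-regulated. At 12 h, 28 were up-regulated and 26 down-regulated. After median-of-ratios scaling, the numbers were 25 and 27 at 4 h and 24 and 32 at 12 h, so the larger direction changed at both times.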

At 12 h, 31 and 34 genes were up-regulated and down-regulated, respectively. However, all MYB transcription factor genes were down-regulated at 24 h. 

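At 24 h, 70 MYB genes were tested, of which 26 were called up-regulated and 24 down-regulated. After median-of-ratios scaling, 23 were up-regulated and 28 down-regulated. Their log2FC ranged from -4.83 to 6.67. When each 0 h library was left out in turn, 27 to 30 MYB genes were up-regulated at 24 h.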

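Of 62 AP2-EREBP genes tested at 4 h, 43 were called up-regulated and 4 down-regulated, and of 54 tested at 12 h, 30 and 10. After median-of-ratios scaling, 42 were up-regulated and 8 down-regulated at 4 h, and 26 and 14 at 12 h. The median log2FC of the tested genes was 2.80 at 4 h and 1.44 at 12 h.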

Unlike MYB, AP2-EREBP had far more up-regulated genes than down-regulated genes. For example, 54 and 13 of the AP2-EREBP transcription factor genes were up-regulated and down-regulated at 4 h, respectively, and 34 and 18 were up-regulated and down-regulated at 12 h, respectively. 

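At 24 h, 49 AP2-EREBP genes were tested, and 19 were called up-regulated and 9 down-regulated. With median-of-ratios size factors the numbers were 16 and 12. The log2FC of these genes lay between -2.75 and 4.02 on FPKM as deposited.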

Similar to MYB, at 24 h, all of the AP2-EREBP TFs were down-regulated. The numbers of altered WRKY transcription factor genes at 4 h and 12 h were far greater than those at 24 h, which had only six WRKYs. In addition, 12 Aux/IAA transcription factors were involved in the wounding response. 

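Among the 45 WRKY genes of Table S9, 28 were called up-regulated and 2 down-regulated at 4 h, 24 and 3 at 12 h, and 19 and 3 at 24 h. After median-of-ratios scaling, 25, 22 and 17 were up-regulated and 3, 6 and 5 down-regulated. The median log2FC of the tested WRKY genes was 2.18, 1.83 and 1.33 at the 3 time points.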

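Table S9 assigns 15 genes to AUX/IAA, of which 12 passed the FPKM filter at each time point. At 4 h and at 12 h, 3 were called up-regulated and 3 down-regulated, and at 24 h 2 and 3. After median-of-ratios scaling, 2 were up-regulated and 5 down-regulated at 4 h, 3 and 3 at 12 h, and 2 and 4 at 24 h.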

Based on the above analysis, transcription factors mainly respond in the early stage after cutting. Therefore, we further screened the TFs with a |log2FC| ≥ 6 at 4 h, and the results showed that these TFs included three MYB, two AP2-EREBP, two Tify, and one bHLH, LOB, HB, WRKY, E2F-DP, EIL, and MADS gene. These TFs may play an important role in the response to cut-wounding.

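In the 4 h sheet of Table S9, 14 transcription factor genes have a |log2FC| of 6 or more. On log2(FPKM + 0.1), 8 of them were called up-regulated, 3 were called down-regulated and 3 were under the FPKM filter. For 9 genes, every 0 h library had 3 reads or fewer, and their values at 4 h were at least 9.17-fold to 50.2-fold higher. The largest of these bounds was that of the MYB gene PGSC0003DMG400020012 and the smallest that of the HB gene PGSC0003DMG400027030. The LOB gene PGSC0003DMG400023939 had a log2FC of 5.94 and the AP2-EREBP gene PGSC0003DMG400002272 of 4.81. At 4 h, the EIL gene PGSC0003DMG400016747 was at least 36.9-fold lower, the MYB gene PGSC0003DMG400028098 at least 16.4-fold lower and the MADS gene PGSC0003DMG401015205 at least 13.5-fold lower than at 0 h. A fitted log2FC of 6 or more at 4 h was found for 1 gene of the Table S9 list, the AP2-EREBP gene PGSC0003DMG400017231, at 6.06, with an FPKM of 35.4 ± 5.63 at 4 h.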

### 3.8. The Expression of Signal Molecular and Antioxidant Enzyme-Related DEGs

The expression pattern of signal molecular and antioxidant enzyme-related DEGs were selected and examined (Figure 6). Representative genes included GA biosynthesis related genes, such as the Gibberellin 2-oxidase gene and Ent-kaurenoic acid oxidase gene; CK biosynthesis related genes, such as Cytokinin oxidase/dehydrogenase 2 and Glucosyltransferase; ET biosynthesis related gene encoding 1-aminocyclopropane-1-carboxylate synthase 3; the Rboh genes, which are the key enzyme in ROS production; antioxidant enzyme-related genes, including the genes encoding PPO, POD, CAT, SOD; and the genes encoding the key enzyme of phenolic biosynthesis PAL. A great majority of these genes exhibited a significant change in expression levels after cutting.

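The values here are the RNA-Seq FPKM, which Figure 6 shows as colour strips beside the bars of the qRT-PCR. Of the 24 genes of Figure 6, 22 passed the FPKM filter at 4 h and at 12 h and 19 at 24 h. At 4 h, 16 were called up-regulated and 4 down-regulated, at 12 h 17 and 2, and at 24 h 14 and 2. Over the time points together, 21 genes were called at least once. After median-of-ratios scaling, 5 were down-regulated at 4 h and 4 at 12 h.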

After cutting, one gene encoding Gibberellin 2-oxidase up-regulated at 4 h after cutting and then decreased; another gene down-regulated continuously after cutting. 

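In the RNA-Seq, the gibberellin 2-oxidase gene PGSC0003DMG400027645 had an FPKM of 0.0261 ± 0.0452 at 0 h, 2.64 ± 1.37 at 4 h, 1.89 ± 0.315 at 12 h and 0.295 ± 0.052 at 24 h. It was at the detection limit at 0 h, so its value was at least 26.4-fold higher at 4 h, 18.8-fold at 12 h and 2.95-fold at 24 h. For the other gene, PGSC0003DMG400009021, the RNA-Seq gave 0.00597 ± 0.0103 at 0 h, 0.635 ± 0.412 at 4 h, 0.499 ± 0.394 at 12 h and 0.46 ± 0.101 at 24 h. It too was at the detection limit at 0 h and at least 13.9-, 10.9- and 10.0-fold higher afterwards, and stayed under the FPKM filter.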

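The RNA-Seq FPKM of PGSC0003DMG400000277, which encodes cytokinin oxidase/dehydrogenase 2, was 0.00596 ± 0.00522 at 0 h, 0.64 ± 0.103 at 4 h, 0.373 ± 0.115 at 12 h and 0.0482 ± 0.0543 at 24 h. The gene was at the detection limit at 0 h and therefore at least 21.8-fold higher at 4 h and 12.7-fold at 12 h. At 24 h the libraries had 1 and 8 reads on it, so the bound of 1.64-fold on their mean rests on 1 library. The glucosyltransferase gene PGSC0003DMG400005960 rose from 1.13 ± 0.595 to 5.65 ± 0.712, 63.8 ± 7.18 and 99.4 ± 17.6. Its log2FC was 2.36, 5.83 and 6.47 (standard error 0.44 at 24 h, limma, Benjamini-Hochberg adjusted p = 4.77e-05).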

The expression of genes encoding Cytokinin oxidase/dehydrogenase 2 and Glucosyltransferase, which are related to CK biosynthesis, increased after cutting except the Cytokinin oxidase/dehydrogenase 2 gene decrease at 24 h. All of the PPO and PAL genes up-regulated in response to cut-wounding. 

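For the PAL genes of Figure 6, the RNA-Seq FPKM of PGSC0003DMG401021549 was 14.1 ± 5.26 at 0 h, 161 ± 25.3 at 4 h, 252 ± 5.09 at 12 h and 244 ± 22.5 at 24 h. PGSC0003DMG400031365 rose from 15.6 ± 5.92 to 118 ± 20.8, 302 ± 16.7 and 337 ± 7.95, and PGSC0003DMG402021564 from 7.95 ± 3.11 to 46.6 ± 8.22, 60.5 ± 1.38 and 81.9 ± 15.0. Of the PPO genes, PGSC0003DMG400018916 had 1.32 ± 0.773 at 0 h, 30.9 ± 8.36 at 4 h, 25.7 ± 1.21 at 12 h and 54.8 ± 16.6 at 24 h. PGSC0003DMG400029576 had 3.26 ± 2.64, 12.0 ± 2.02, 14.7 ± 2.29 and 44.1 ± 20.9.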

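In the RNA-Seq, the peroxidase 12 gene PGSC0003DMG401025083 had an FPKM of 5.32 ± 1.38 at 0 h, 131 ± 5.76 at 4 h, 43.5 ± 5.75 at 12 h and 28.7 ± 4.32 at 24 h. The peroxidase gene PGSC0003DMG400032147 had 1.67 ± 0.865, 78.6 ± 15.0, 29.5 ± 6.48 and 15.7 ± 6.41, and the peroxidase 55 gene PGSC0003DMG400020252 had 3.05 ± 0.114, 14.1 ± 0.438, 8.54 ± 1.65 and 10.6 ± 2.50. PGSC0003DMG400005062 rose until 24 h, with 2.00 ± 0.79, 3.50 ± 0.329, 9.90 ± 0.62 and 66.1 ± 2.51. Its log2FC at 24 h was 5.07 (standard error 0.35, limma, Benjamini-Hochberg adjusted p = 5.02e-05).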

The POD genes, except PGSC0003DMG400029576, have the highest transcript level at 4 h after cutting. 

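The RNA-Seq FPKM of PGSC0003DMG400012316, described as Rboh protein A, was 0.164 ± 0.044 at 0 h, 2.60 ± 0.956 at 4 h, 5.94 ± 1.08 at 12 h and 10.7 ± 0.811 at 24 h. PGSC0003DMG400014168, described as Rboh protein C, was highest at 4 h, with 7.31 ± 0.223 at 0 h, 51.2 ± 3.56 at 4 h, 26.5 ± 0.248 at 12 h and 20.4 ± 0.105 at 24 h. Its log2FC was 2.79, 1.85 and 1.47 (standard error 0.09 at 24 h, limma, Benjamini-Hochberg adjusted p = 3.73e-05).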

The expression of Rboh genes up-regulated in response to cut-wounding. 

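In the RNA-Seq, the catalase gene PGSC0003DMG400029408 had an FPKM of 1083 ± 105 at 0 h, 374 ± 24.7 at 4 h, 700 ± 44.0 at 12 h and 1578 ± 101 at 24 h. PGSC0003DMG400009906, described as catalase isozyme 3, had 6.65 ± 1.99, 2.70 ± 0.375, 3.71 ± 0.563 and 5.05 ± 1.85, and its values at 0 and 24 h differed by less than the SD of either. PGSC0003DMG400009908 had 1.15 ± 0.0702 at 0 h and 0.222 ± 0.0767, 0.144 ± 0.0711 and 0.169 ± 0.0275 afterwards.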

The three genes encoding CAT have a higher transcript level at 0 h, and down-regulated in response to cut-wounding and then up-regulated. Although the exact fold change of the DEGs at several data points varied between RNA-Seq and qRT-PCR, the differential expression trends detected by the two approaches were largely consistent. Collectively, RT-qPCR data indicated that the expression of these genes were significantly induced by cut-wounding.

### 3.9. Enzyme Activity and H_2_O_2_ Content of Potato at Different Time after Cutting

Furthermore, we detected the changes of PPO, POD, PAL, CAT and SOD activity and H_2_O_2_ content in potato tubers at different times after cutting (Figure 7). The results showed that the activity of PPO, POD, PAL and CAT decreased significantly within 4 h after cutting, and then increased, suggesting that new enzymes are synthesized as gene expression is up-regulated. The activity of SOD significantly increased at 12 h after cutting, and then decreased. The content of H_2_O_2_ showed a decreasing trend after cutting.

## 4. Discussion

Mechanical damage is common in fresh-cut fruits and vegetables during harvesting and processing. Plant tissue damage makes plants susceptible to microorganisms, which leads to the decay of plant tissues. However, plants produce secondary metabolites via a variety of physiological and molecular processes to form a protective layer at the wound site and adjacent tissues to prevent microorganism infection [31]. Furthermore, enzymatic browning on the surface of damaged tissues is a mechanism of plant self-protection, but it is harmful to the processing and preservation of agricultural products. In this study, we performed RNA sequencing in response to cut-wounding at different times based on X2 cultivars, a cultivar of potato widely cultivated in China, to understand the physiological changes after cutting at the transcriptome level.

### 4.1. DEGs Identified at Different Times after Cutting

A total of 33,201 DEGs were obtained from samples. The number of up-regulated DEGs was higher than that of down-regulated DEGs in response to cut-wounding, which is consistent with the results of Smith et al. (2004), who showed that the number of up-regulated genes after poplar wounding was greater than that of down-regulated genes [32]. There were 6581 DEGs shared across the three time points after cutting, indicating that these genes were part of a persistent response to cut-wounding for 24 h. Among them, there were 3170 up-regulated genes and 3373 down-regulated genes. Smith et al. (2004) [32] proposed that increased gene expression generates a suite of mechanisms that the plant uses to respond to a stimulus when the plant is wounded, while the repression of a subset of the genes suggests that resource reallocation takes place, thus remodeling growth and development in response to the stimuli. In our study, most of these up-regulated genes were enriched in the BP and MF categories. Among these, approximately 7.4% participated in the biosynthesis of the secondary metabolites pathway. Some of these genes were involved in lipid metabolism pathways, such as fatty acid metabolism, fatty acid biosynthesis, biotin metabolism, and amino acid metabolism; and plant defense-related pathways, such as phenylpropanoid biosynthesis, flavonoid biosynthesis, stilbenoid, diarylheptanoid and gingerol biosynthesis, phenylalanine metabolism, and the phosphatidylinositol signaling system, which are typical pathways related to plant defense [33]. Phenylpropanoid biosynthesis is the main pathway of phenolic and lignin biosynthesis in plants, and the intermediate products are also substrates for the synthesis of flavonoids, which are secondary metabolites involved in plant defense. Fatty acid related metabolic pathways are closely related to the wound healing of plant tissues [34]. In addition, some DEGs were enriched in the phosphatidylinositol signaling system pathway, which plays a key role in the regulation of cell wall reconstruction during the postharvest morphological development of *Dictyophora indusiata* [33]. We performed a further analysis on the common down-regulated DEGs. The results showed that these down-regulated DEGs were mainly involved in DNA-related pathways, indicating that a series of physiological remodeling took place after the cutting of potato tubers.

Studies have shown that the response of plants to injury at different stages after injury differs. For example, Smith et al. (2004) [32] showed that genes related to aging and death are responsive only at the late stage of poplar wounding. Therefore, we conducted a functional analysis on the specific DEGs at different times after the cutting of potato tubers, and found that there were differences in response to cut-wounding at different times from 0 to 24 h. In this study, the number of specific DEGs at the three time points was the highest at 4 h, the lowest at 12 h, and increased again at 24 h. This result implies a difference in the three stages of potato tubers’ response to cut-wounding. Furthermore, our results showed that the main functions of the specific DEGs at 4 h were enriched in the GO term of ion binding, while the specific DEGs at 12 h were more significantly enriched in nucleic acid-related function terms; the specific DEGs at 24 h were more significantly enriched in the single-organism metabolic process, metabolic process, and catalytic activity terms. These indicated the differences in response to cut-wounding at different stages after cutting in potato tubers. To date, few studies have been conducted on genes specific to different stages after plant tissue damage, and further studies are needed.

### 4.2. Enzymatic Browning-Related Genes

Among the physiological factors limiting the postharvest storage of fresh-cut fruits and vegetables, enzymatic browning plays a major role in reducing the sensory quality and nutritional value of these products [35]. The phenylpropanoid biosynthesis pathway is important in response to biological and abiotic stresses and produces several secondary metabolites, such as phenolic acid, which are substrates of enzymatic browning. Phenolic acid and lignin can cross-link to act as components of the cell wall and are essential for healing the wounded tissues of plants [36]. A study showed that the accumulation of phenolic compounds and increased activities of related enzymes contribute to the early defense against pathogens in plants [37]. In our study, there were 80–101 DEGs enriched in the phenylpropanoid biosynthesis pathway, including genes encoding phenylalanine ammonia-lyase (PAL, EC:4.3.1.24), trans-cinnamate 4-monooxygenase (C4H, EC:1.14.14.91), 4-coumarate--CoA ligase (4CL, EC:6.2.1.12), caffeoylshikimate esterase [EC:3.1.1.-], shikimate O-hydroxycinnamoyltransferase (HQT, EC:2.3.1.133), 5-O-(4-coumaroyl)-D-quinate 3′-monooxygenase (C3′H, EC:1.14.14.96), caffeoyl-CoA O-methyltransferase (CCoAOMT, EC:2.1.1.104), ferulate-5-hydroxylase (F5H, EC:1.14.-.-), cinnamoyl-CoA reductase (CCR, EC:1.2.1.44), coniferyl-aldehyde dehydrogenase (CALDH, EC:1.2.1.68), cinnamyl-alcohol dehydrogenase (CAD, EC:1.1.1.195), β-glucosidase (BG, EC:3.2.1.21), peroxidase (POX, EC:1.11.1.7), and coniferyl-alcohol glucosyltransferase (UGT72E, EC:2.4.1.111). In this pathway, except for a few BG and some POD genes whose expression was down-regulated in response to cut-wounding, all other genes were up-regulated, and there were 15 DEGs with a |log2FC| ≥ 6. Notably, UGT72E was significantly up-regulated only 24 h after cutting. PAL is a rate-limiting enzyme in phenylpropanoid biosynthesis and a key enzyme in phenol synthesis. It catalyzes the first committed step in the phenylpropanoid pathway, producing trans-cinnamic acid, which flows through a proposed biosynthesis route, forming precursors for assembly into suberin polyphenolic(s). Injury induced PAL gene expression and an increase in enzyme activity have been confirmed by numerous studies [38,39]. The overexpression of the PAL gene can increase phenolic biosynthesis in plants, and the inhibition of the expression of the PAL gene decreases phenolic and lignin synthesis [33]. In this study, the expression of all the nine PAL genes was up-regulated in response to cut-wounding, with log2FC values of 1.13–5.24, hinting that the biosynthesis of phenolic compounds in potato tubers was induced by cut-wounding, which was further validated by the result of qRT-PCR (Figure 6). The activity of PAL also has significantly increased at 12 h after cutting (Figure 7).

POD is involved in a variety of physiological processes, including mediating the polymerization of phenolic substances into lignin, thereby enhancing the strength of cell walls [40]. POD activity increases in response to pathogen attack, wounding, and other stresses [40,41]. In this study, the expression of a total of 43 POD genes showed significant changes in response to cut-wounding, and eight had a |log2FC| > 6. POD activity was the highest at 0 h, then decreased, and increased again at 24 h.

PPO is well known to be a key enzyme in plant tissue enzymatic browning. When plant tissues are damaged, they can catalyze the conversion of monophenol or bisphenol to quinones and then combine with intracellular proteins and other macromolecules to produce colored substances, thus leading to browning on the surface of tissues [4]. Enzymatic browning of plant tissues is considered to be a mechanism of plant self-protection because the quinones produced by PPO-catalyzed phenolics have a toxic effect on diseases and insect pests [42]. Furthermore, PPO plays a crucial role in the biosynthesis of secondary metabolites such as aurones and betalins [43]. It also plays an important role in the healing process of plant tissue damage. The transcript level of PPO was consistently up-regulated by mechanical injury, pathogen infection, animal herbivory, and signaling molecules (e.g., JA, SA) [44]. In this study, a total of six unigenes of PPO were detected, which were continuously up-regulated 0–24 h after cutting, which is consistent with our result of qRT-PCR (Figure 6). The activity of PPO also increased in response to cut-wounding (Figure 7).

Oxygen burst is an important feature of plant responses to biotic and abiotic stresses. Under stress conditions, plants modulate their homeostatic mechanism by generating an excess level of ROS, such as H_2_O_2_, hydrogen free radical (OH-), oxygen free radical or superoxide (O2-), in order to survive [45]. CAT maintains cellular H_2_O_2_ homeostasis under environmental stimuli in sweet potatoes [46]. When ROS increase, chain reactions start in which SOD catalyzes the dismutation of superoxide radicals (O2∙−) to molecular oxygen (O_2_) and H_2_O_2_. H_2_O_2_ is then detoxified by CAT, POD, and APX [47]. In this study, four SOD and four CAT genes were detected and showed significant changes in response to cut-wounding. The activity of CAT has higher transcript level and enzyme activity at 0 h after cutting, while it is lower at 4 h. Higher initial CAT activity is conducive to the timely degradation of H_2_O_2_.

### 4.3. Signaling Molecules Biosynthesis Related-Genes Involved in Wound-Response

Plants integrate multiple hormone-response pathways for adaptation to biological and abiotic stress. They can transport the wounding signal to adjacent tissues, inducing changes in related genes. When plants are injured, wounding signals are transmitted to neighboring tissues by phytohormones, including IAA, GA, ET, ABA, JA, SA, and CK [48,49,50]. Studies have shown that ET is involved in various stress responses in plants, including injury, and can induce PAL synthesis [51], which leads to the synthesis of phenolic substances and lignin. The rise of ET is also related to the aging of the organism, which is often directly related to the browning of tissues (e.g., bananas, dates, etc.) [52]. IAA and JA also play an important role in the metabolic response to wounding [53]. SA and JA are key signaling molecules that regulate plant resistance [54]. Mechanical damage provokes the de novo synthesis of PAL in plant tissues, probably by signaling pathways involving compounds such as SA and JA [52]. The systemic wound response also contributes to the rapid synthesis of JA to enhance plant resistance to herbivore and insect attacks [55]. The H_2_O_2_ burst depends on JA production in the plant wounding response. Both wounding and JA treatment led to a significant increase in the activities of plasma membrane NADPH oxidase and PAL [56]. In addition, ABA plays an important role in the healing of potato tuber injury and can stimulate the formation of corking [48,50,57]. Studies have shown that ABA promotes the formation of postharvest potato tuber calli by increasing the activity of PAL and other enzymes and promoting the content of flavonoids and phenols. Furthermore, it can also induce the accumulation of POD gene transcripts in tomato [58]. In addition, the JA pathway positively regulates polyphenol oxidase-based defense against tea geometrid caterpillars in the tea plant (*Camellia sinensis*) [59]. In the present study, we found that numerous up-regulated unigenes were related to the hormone biosynthesis and hormone response pathways, such as the gene encoding 1-aminocyclopropane-1-carboxylate synthase, which is a key gene for ET biosynthesis and is dramatically increased at 4 h after cutting. A gene encoding pyruvate decarboxylase catalyzes thiamine diphosphate to acetaldehyde, which is the substrate of ET biosynthesis. Three genes encoding ent-kaurenoic acid oxidase and gibberellin β-dioxygenase, which were the key genes for GA biosynthesis, increased drastically with a log2FC > 6. Ten unigenes were related to IAA, JA and SA signal transduction. However, for signaling molecules, the sampling time seems to be late in our study, because signaling molecules are produced earlier after cutting, such as 30 min or 1 h. Therefore, it is necessary to further study the earlier response after cutting. Rboh-mediated H_2_O_2_ production, known as an initial response to environmental stresses, is required for the translocation of the systemic signal to distant plant parts, thereby triggering responses of plants to cope with future stress events, including cold, heat, wounding, and salinity [55]. Here, the Rboh genes detected were up-regulated in response to cut-wounding. However, the H_2_O_2_ content decrease gradually, which may be due to the timely degradation of CAT.

### 4.4. Transcription Factor Genes Identified in Response to Cut-Wounding

It is known that, after the application of different abiotic stresses, the signaling molecules induce the production of transcription factors that activate genes coding for enzymes needed for secondary metabolite biosynthesis [60]. These same stresses will encode for enzymes associated with quality attribute changes in a range of biochemical pathways affecting volatile and color production, texture, and flavor [18]. Transcription factors bind to cis-acting elements in the promoters of environmental stress-responsive genes and interact with other transcription factors, subsequently activating or repressing gene expression and playing a central role in the plant response to environmental stresses [61]. In this study, the number of transcription factors found in response to cut-wounding was significantly different at different stages. The results showed that 0–24 h after cutting, the number of differentially expressed transcription factors decreased significantly over time, which indicated that most of the transcription factor genes responded in the early phase after cutting. In this study, the transcription factors detected were divided into 75 types, of which MYB was the most numerous, followed by AP2-EREBP. MYB is one of the most abundant transcription factor families in plants and is involved in plant responses to a variety of biotic and abiotic stresses. Studies have shown that MYB transcription factors are also closely associated with programmed plant death, phenol biosynthesis and enzymatic browning after injury [62]. MYB can regulate the activity of PPO and the biosynthesis of phenols by inducing the expression of PAL genes [63]. R2R3-MYB transcription factors have essential roles in many aspects of plant secondary metabolism, particularly phenylpropanoid metabolism [64]. Studies have shown that MYB transcription factors regulate the expression level of genes by binding to key gene promoters in the phenylpropanoid biosynthesis pathway [65]. In addition, the R2R3 MYB transcription factor has been shown to be a key regulator of flavonoid synthesis in grapes [66]. In our study, the number of MYB transcription factors was the highest, indicating its importance in the response to cut-wounding of potato tubers.

AP2/EREBP are considered transcription factors induced by abiotic stress and are also considered to play a crucial role in the response to wounding [67]. HbEREBP1 expression was down-regulated by mechanical wounding in the laticifers of adult trees, suggesting that HbEREBP1 may be a negative regulator of defense genes in laticifers [67]. In addition, HbEREBP1 may be a key regulator mediating the crosstalk between the ET and JA signaling pathways in the regulation of defense gene expression in laticifers of rubber trees [67,68]. AP2/EREBP transcription factors also play an important role in the JA signaling pathway. Many members of the AP2/EREBP family can be induced by JA signaling molecules to initiate the expression of a series of related genes, thus producing JA-induced physiological effects [69,70]. In this study, in addition to MYB and AP2/EREBP transcription factors, many C3H transcription factors were also found in response to cut-wounding in potato tubers, indicating that C3H transcription factors also play an important role in the potato tuber injury response. Based on the results presented above, most TFs respond to injury at the early stage after the cutting of potato tubers. Therefore, we further selected TFs with a |log2FC| ≥ 6 at 4 h after cutting. The results showed that the selected TFs included three MYB, two AP2-EREBP, two Tify, and one bHLH, LOB, HB, WRKY, E2F-DP, EIL, and MADS gene. The role of these TFs in response to cut-wounding and how to regulate enzymatic browning of potato tubers needs to be studied further.

### 4.5. Hypothetical Model of Potato Tubers in Response to Cut-Wounding

Based on the above results, we constructed a gene regulatory network hypothetical model of potato tubers in response to cut-wounding (Figure 8). In general, the genes related to secondary metabolism were up-regulated, while the genes related to cellular repair were down-regulated after potato tuber cutting. After potato tubers are cut, the tissues produce chemical signaling molecules, such as ROS and plant hormone (GA, ET, CK, et al.), and induce transcription factors to activate genes coding for enzymes needed for secondary metabolite biosynthesis, further regulating the biosynthesis of secondary metabolites, including phenols and lipids. In addition, the gene’ related enzymatic browning was also activated, such as PPO, POD, and CAT, etc. The higher initial activity of CAT can reduce the enzymatic browning degree caused by PPO and POD through the degradation of H_2_O_2_. Therefore, this study suggests that to improve enzymatic browning, it is not only important to focus on the PPO genes, but also to try to reduce the activity of POD and SOD directly or indirectly, or improve the activity of CAT by gene editing technology popular at present, or by other physical or chemical methods to inhibit the occurrence of enzymatic browning, which is worthy of further attempts. Recent studies have shown that CAT treatment can reduce the enzymatic browning of potato tubers [71].

## 5. Conclusions

In this study, we investigated a series of physiological changes of potato tubers at different times after cutting at the transcriptome level. The results showed that a total of 10,872, 10,449, and 11,880 DEGs were identified at 4 h, 12 h and 24 h after cutting, respectively. More than 87.5% of these DEGs were classified into the categories of BP and MF based on GO analysis. The genes related to the pathways of phenol and fatty biosynthesis, which are responsible for the enzymatic browning and wound healing of potato tubers, were significantly enriched 0–24 h after cutting. Most gene related enzymatic browning, such as PPO, POD, PAL, and Robh of potato tubers up-regulated in response to cutting. Plant hormone biosynthesis and signal transduction related genes, such as GA, CA, ET, IAA, JA, and SA, significantly changed in response to cut-wounding at early stages. In addition, the transcriptional factor genes involved in wound response were the highest in the early stage after cutting. Furthermore, the genes most responsive to injury transcription factors were MYB, followed by AP2-EREBP, C3H and WRKY. To reduce the enzymatic browning of potato tubers, the methods of reducing the activity of POD, SOD and improving the activity of CAT by gene editing technology may be an alternative approach.

This study will provide a new idea with regard to the inhibiting of the enzymatic browning of potato tubers by studying the transcriptome changes of potato tubers after cutting.

## Figures and Tables

**Figure 1:**
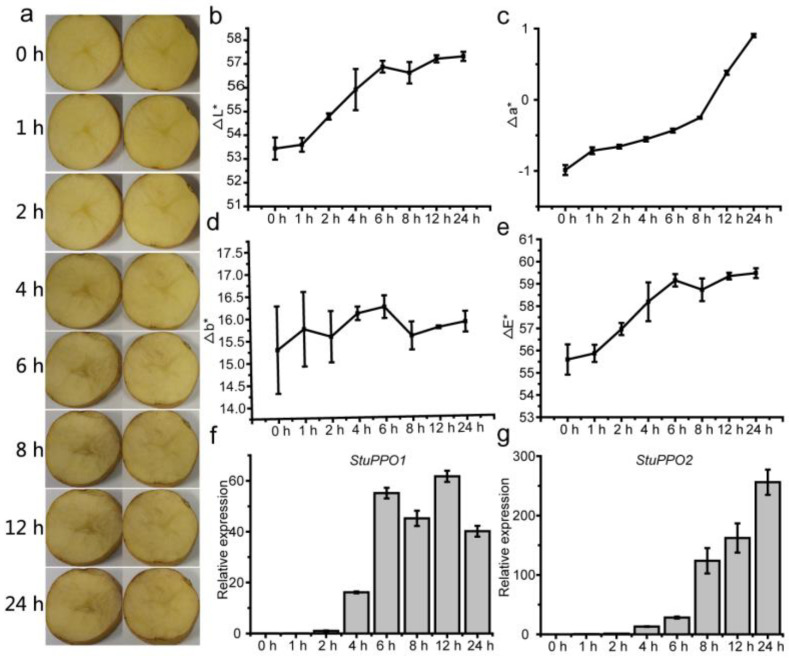
The changes of phenotype and related indexes of potato tuber during enzymatic browning. (**a**), Browning characteristic of potato tubers at different times; (**b**–**e**), the changes of ΔL*, Δa*, Δb*, and ΔE* of potato tubers during enzymatic browning, respectively; (**f**,**g**), The expression of PPO genes at different times in potato tubers after cutting. Values are means ± SE (n = 3).

**Figure 2:**
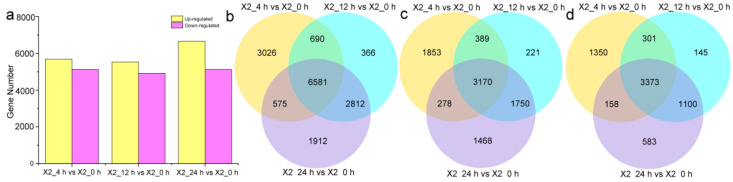
Statistical analysis of all identified DEGs in response to cut-wounding at different times after cutting. (**a**), Statistical chart of DEGs of transcriptomes in response to cut-wounding at 4 h, 12 h, and 24 h after cutting; (**b**–**d**), Venn diagram of total DEGs (**a**), up-regulated DEGs (**b**) and down-regulated DEGs at different times after cutting.

**Figure 3:**
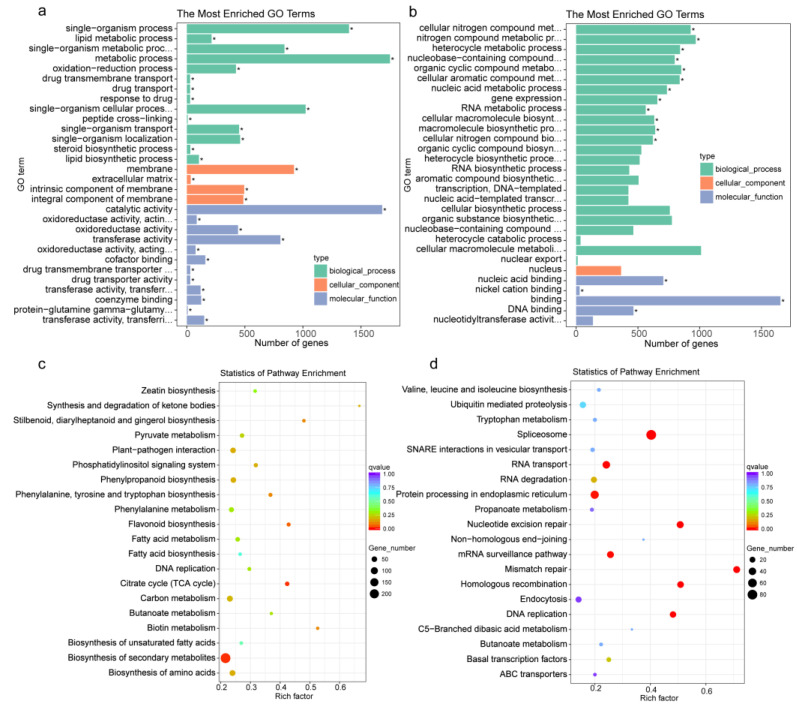
GO and KEGG analysis of common DEGs at different times in response to cut-wounding. (**a**,**b**), GO terms of the functional categorization of up- and down-regulated DEGs of all common DEGs at different time in response to cut-wounding, respectively; Significantly enriched GO terms are indicated by * for a *p*-value less than and equal to 0.05; (**c**,**d**), KEGG classification of the functional categorization of up- and down-regulated DEGs of all common DEGs at different times in response to cut-wounding, respectively.

**Figure 4:**
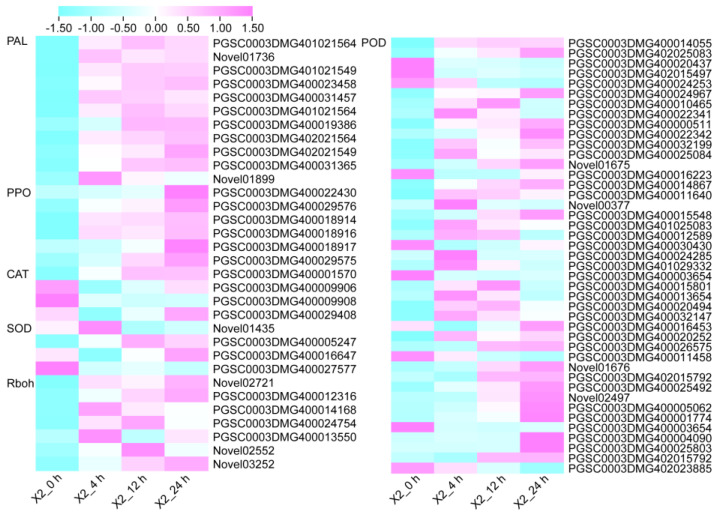
The expression heatmap of antioxidant enzymes−related genes based on the values of FPKM. PAL, Phenylalanine ammonialyase; PPO, polyphenol oxidase; CAT, Catalase; SOD, superoxide dismutase; POD, peroxidase.

**Figure 5:**
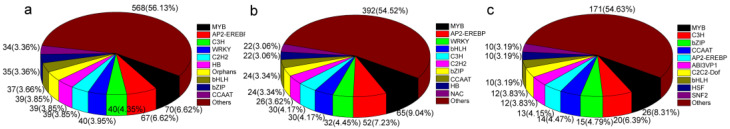
Classification and distribution of transcription factors in response to cut-wounding at different times. (**a**), (**b**), and (**c**), 4 h, 12 h, and 24 h after cutting, respectively.

**Figure 6:**
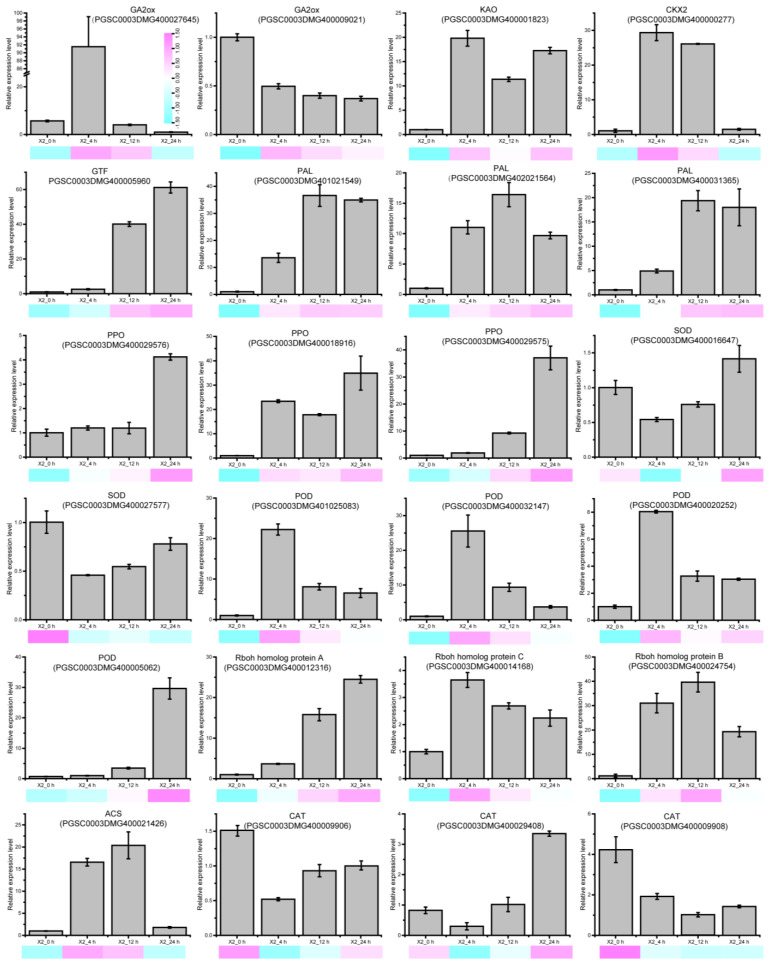
Expression profiles of signaling molecule biosynthesis, enzymatic browning related DEGs in potato tubers after cutting. Cyan to purple indicates the FPKM values based on RNA-seq. Data are mean values ± SD (n = 3). GA2ox, gibberellin 2-oxidase; KAO, Ent-kaurenoic acid oxidase; CKX2, cytokinin oxidase/dehydrogenase 2; GTF, glucosyltransferase; PAL, phenylalanine ammonia-lyase; PPO, polyphenol oxidase; POD, peroxidase; CAT, Catalase; SOD, Superoxide dismutase; Rboh, Respiratory burst oxidase homolog protein; ACS, 1-aminocyclopropane-1-carboxylate synthase 3.

**Figure 7:**
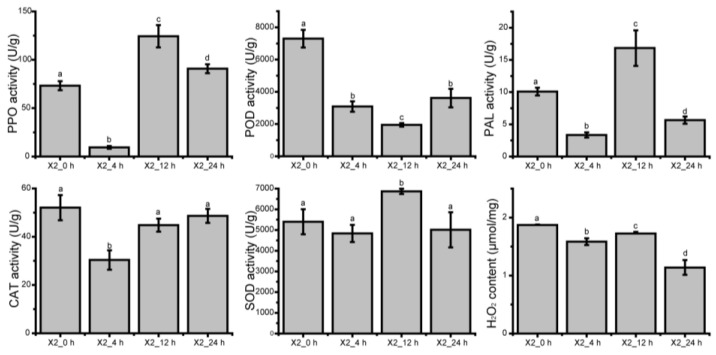
Enzyme activity and H_2_O_2_ content in potato tubers after cutting. Data are mean values ± SE for three independent replicates. Means denoted by different letters indicated a significant difference at *p* < 0.05 according to a Tukey’s test.

**Figure 8:**
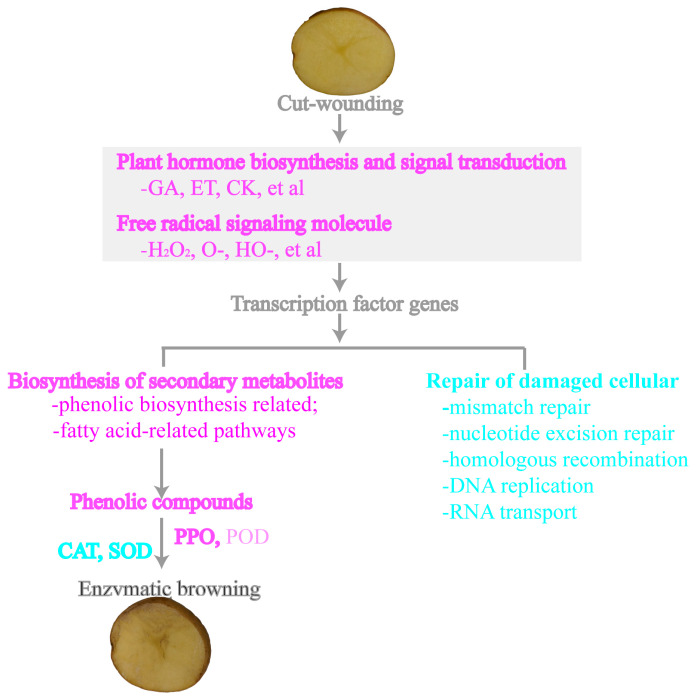
Hypothetical model of potato tubers in response to cut-wounding. Purple and cyan refer to the genes up-regulated and down-regulated in response to cut-wounding.

**Table 1:** Enrichment of the DEGs with |log2FC| ≧ 6 on KEGG pathways.

Pathways	Gene Number	*p*-Value	Gene ID
Flavonoid biosynthesis	7	0.000261	PGSC0003DMG400003563, PGSC0003DMG400013684, PGSC0003DMG400029621, PGSC0003DMG400029620, PGSC0003DMG400014093, PGSC0003DMG400024643, PGSC0003DMG400019110,
Phenylpropanoid biosynthesis	15	0.00058	PGSC0003DMG400021152, PGSC0003DMG400010465, PGSC0003DMG400014867, PGSC0003DMG400012658, PGSC0003DMG400013684, PGSC0003DMG400030430, PGSC0003DMG400003013, PGSC0003DMG400026575, Novel01675, Novel01676, PGSC0003DMG400001774, PGSC0003DMG400016114, PGSC0003DMG400016113, PGSC0003DMG400015548, PGSC0003DMG400018446
DNA replication	6	0.00465	PGSC0003DMG400024634, PGSC0003DMG403013782, PGSC0003DMG400019109, PGSC0003DMG400008308, PGSC0003DMG400008876, PGSC0003DMG400011837
Zeatin biosynthesis	5	0.005041	PGSC0003DMG400008137, PGSC0003DMG400000277, PGSC0003DMG400005960, PGSC0003DMG402027210, PGSC0003DMG400027200
Taurine and hypotaurine metabolism	3	0.007694	Novel02601, Novel00136, PGSC0003DMG400022764
Butanoate metabolism	4	0.008258	Novel02601, Novel00136, PGSC0003DMG400022764, PGSC0003DMG400025228
Pentose and glucuronate interconversions	8	0.013374	PGSC0003DMG400012640, PGSC0003DMG401019255, PGSC0003DMG402019255, PGSC0003DMG400031791, PGSC0003DMG400031816, PGSC0003DMG400015815, PGSC0003DMG400015230, PGSC0003DMG400029645
Other types of O-glycan biosynthesis	2	0.021717	PGSC0003DMG400021652, PGSC0003DMG400014295
Homologous recombination	5	0.022726	PGSC0003DMG400019109, PGSC0003DMG402010496, PGSC0003DMG400024634, PGSC0003DMG403013782, PGSC0003DMG400008876
Phenylalanine metabolism	9	0.034537	PGSC0003DMG400026575, PGSC0003DMG400010465, PGSC0003DMG400014867, PGSC0003DMG400013684, PGSC0003DMG400030430, Novel01675, Novel01676 PGSC0003DMG400001774, PGSC0003DMG400015548
Mismatch repair	4	0.038656	PGSC0003DMG400019109, PGSC0003DMG400024634, PGSC0003DMG403013782, PGSC0003DMG400008876
Sesquiterpenoid and triterpenoid biosynthesis	3	0.054213	PGSC0003DMG400020939, PGSC0003DMG400017997, PGSC0003DMG400006713
Alanine aspartate and glutamate metabolism	4	0.058281	Novel02601, Novel00136, PGSC0003DMG400022764, PGSC0003DMG400025228
Biosynthesis of unsaturated fatty acids	4	0.058281	PGSC0003DMG400002943, PGSC0003DMG400023833, PGSC0003DMG400023843, PGSC0003DMG400000984
Diterpenoid biosynthesis	3	0.071621	PGSC0003DMG400027645, PGSC0003DMG400001823, PGSC0003DMG400009021
Starch and sucrose metabolism	10	0.081798	PGSC0003DMG400004659, PGSC0003DMG400031816, PGSC0003DMG401019255, PGSC0003DMG402019255, PGSC0003DMG400003013, PGSC0003DMG400029892, PGSC0003DMG400031800, PGSC0003DMG400013809, PGSC0003DMG400031791, PGSC0003DMG400009109
Nitrogen metabolism	3	0.096402	PGSC0003DMG400016996, Novel01004, PGSC0003DMG400008094
Cutin suberine and wax biosynthesis	3	0.107167	PGSC0003DMG402023841, PGSC0003DMG400007405, PGSC0003DMG401023841
Nucleotide excision repair	4	0.114737	PGSC0003DMG400019109, PGSC0003DMG400024634, PGSC0003DMG403013782, PGSC0003DMG400008876
2-Oxocarboxylic acid metabolism	4	0.114737	PGSC0003DMG400006730, PGSC0003DMG400017513, Novel03278, Novel00090
Cyanoamino acid metabolism	3	0.154364	PGSC0003DMG400004660, PGSC0003DMG400003013, Novel00090
Circadian rhythm-plant	3	0.154364	PGSC0003DMG400029621, PGSC0003DMG400019110, PGSC0003DMG400029620
Valine leucine and isoleucine biosynthesis	2	0.184382	PGSC0003DMG400006730, Novel03278
Glucosinolate biosynthesis	1	0.191014	Novel00090
Carotenoid biosynthesis	2	0.271484	PGSC0003DMG400018481, PGSC0003DMG400018480
Monoterpenoid biosynthesis	1	0.272409	PGSC0003DMG400038230
Pyrimidine metabolism	5	0.288408	PGSC0003DMG400019109, PGSC0003DMG400007335, PGSC0003DMG400020112, PGSC0003DMG400024725, PGSC0003DMG400033050
Plant hormone signal transduction	10	0.289881	PGSC0003DMG400028800, PGSC0003DMG400006480, PGSC0003DMG400028254, PGSC0003DMG400019274, PGSC0003DMG400003227, PGSC0003DMG400008950, PGSC0003DMG400005585, PGSC0003DMG400008001, PGSC0003DMG400023678, PGSC0003DMG400003228
β-Alanine metabolism	3	0.298071	Novel02601, Novel00136, PGSC0003DMG400022764
Fatty acid metabolism	4	0.318414	PGSC0003DMG400002943, PGSC0003DMG400023833, PGSC0003DMG400023843, PGSC0003DMG400000984
Degradation of aromatic compounds	1	0.32805	PGSC0003DMG400013684
Glutathione metabolism	4	0.336258	PGSC0003DMG400002171, PGSC0003DMG400002167, PGSC0003DMG400024452 PGSC0003DMG400015726
SNARE interactions in vesicular transport	2	0.367906	PGSC0003DMG400016283, PGSC0003DMG400000733
Vitamin B6 metabolism	1	0.379449	Novel01870
One carbon pool by folate	1	0.395696	PGSC0003DMG400004660
Ubiquitin mediated proteolysis	5	0.464025	Novel02424, PGSC0003DMG400031240 PGSC0003DMG400000540, PGSC0003DMG400029675, PGSC0003DMG401027032
Amino sugar and nucleotide sugar metabolism	4	0.466024	PGSC0003DMG400026853, PGSC0003DMG400031800, PGSC0003DMG400004659, PGSC0003DMG400026854
Stilbenoid diarylheptanoid and gingerol biosynthesis	1	0.498149	PGSC0003DMG400013684
Glyoxylate and dicarboxylate metabolism	2	0.542125	PGSC0003DMG400004660, Novel01867
Histidine metabolism	1	0.583279	PGSC0003DMG400006731
Photosynthesis-antenna proteins	1	0.594203	PGSC0003DMG400007375
Pantothenate and CoA biosynthesis	1	0.594203	PGSC0003DMG400004975
Glycine serine and threonine metabolism	2	0.601955	PGSC0003DMG400004660 Novel01867
Ubiquinone and other terpenoid-quinone biosynthesis	1	0.615203	PGSC0003DMG400013684
Fatty acid elongation	1	0.635119	PGSC0003DMG400000984
Plant-pathogen interaction	5	0.654274	PGSC0003DMG400028800, PGSC0003DMG400026914, PGSC0003DMG400013427, PGSC0003DMG400023125, PGSC0003DMG400006480
Base excision repair	1	0.68891	PGSC0003DMG400019109
Pyruvate metabolism	2	0.709095	PGSC0003DMG400006730, Novel03278
Photosynthesis	2	0.71458	PGSC0003DMG400017556, PGSC0003DMG400017848
Arginine and proline metabolism	2	0.72529	PGSC0003DMG400024452, PGSC0003DMG400017513
Phagosome	2	0.740718	PGSC0003DMG400030627, PGSC0003DMG400000304
Protein export	1	0.755139	Novel00948
Peroxisome	2	0.769364	PGSC0003DMG400007405, PGSC0003DMG403005658
Endocytosis	3	0.789757	PGSC0003DMG400011197, PGSC0003DMG400021197, PGSC0003DMG400013265
Galactose metabolism	1	0.812368	PGSC0003DMG401001316
Glycolysis/Gluconeogenesis	2	0.855078	PGSC0003DMG400006270, PGSC0003DMG401001316
Biosynthesis of amino acids	4	0.881486	PGSC0003DMG400004660, PGSC0003DMG400006730, Novel03278 PGSC0003DMG400017513
Carbon fixation in photosynthetic organisms	1	0.883868	PGSC0003DMG400029406
Purine metabolism	2	0.931195	PGSC0003DMG400019109, PGSC0003DMG400007335
Cysteine and methionine metabolism	1	0.945021	PGSC0003DMG400021426
mRNA surveillance pathway	1	0.965116	PGSC0003DMG400003416
Protein processing in endoplasmic reticulum	2	0.991942	PGSC0003DMG400011197, PGSC0003DMG400016468
Carbon metabolism	2	0.992669	PGSC0003DMG400029406, PGSC0003DMG400004660
Spliceosome	1	0.995473	PGSC0003DMG400011197

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes14010181/s1, Figure S1: Correlation matrix between samples; Figure S2: Principal component analysis of samples; Figure S3. Verification of RNA-seq expression via qRT-PCR. Figure S4: GO enrichment of specific DEGs of potato tubers at 4 h (a), 12 h (b) and 24 h (c) after cutting. Table S1: The primers used for real-time PCR in this study; Table S2: The quality of transcriptome data; Table S3: Statistical analysis of assembly reads mapped to the transcript; Table S4: The DEGs of potato tubers at different time after cutting; Table S5: GO and KEGG enrichment of common DEGs at different time after cutting; Table S6: The GO enrichment of specific DEGs at different time after cutting; Table S7: The information of antioxidant enzymes and enzymatic browning-related genes; Table S8: The information of genes with Log2FC more than 6; Table S9: The transcriptional factors in response to cut-wounding at different times.

How the deposited data were processed for this re-analysis (not part of the article)

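RNA was sequenced from tubers of the potato cultivars X2 and D6 at 0, 4, 12 and 24 h after cutting. The authors removed adapter, poly-N and low-quality reads, mapped the rest with HISAT to the SolTub_3.0 genome, counted reads per gene with featureCounts and deposited FPKM values, computed by the authors from gene length and the reads mapped to each gene. The authors called DEGs with DESeq. The deposited table also holds genes the authors predicted from their own assembly. The 21 libraries used are 11 of X2, with 3 at 0, 4 and 12 h and 2 at 24 h, and 10 of D6, with 1 at 0 h and 3 at each later time.

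Columns were assigned by their names. The name of X2 replicate 2 at 4 h stands over 2 columns, and the first was used, since with it the mean of the 4 h columns equals the 4 h FPKM of Table S8 in 662 of 662 genes. This choice rests on the column's place and values as well as its name. 1 column of per-sample values was not used, and which library it holds was not established.

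The value of 1 read was found for each gene as the step between its FPKM values, with the library totals the values imply, and the reads on each gene were recovered from it. This was done for 29390 genes above 0 in at least 3 libraries, and all of their 539713 values lay within 0.05 of a whole read. The step was chosen so that a gene's values fall on whole reads, so this closeness is no separate check. Of 3507 predicted genes with a length found, it equals the one listed in 1592 and is shorter in 1915, at a median of 0.9 of it, and the cause was not tested. On simulated values, with the true library totals given, 292 of 300 genes received a length, and 292 the true reads. Reads on genes numbered 29746314 to 44921591 per X2 library and 24226307 to 35649617 per D6 library. At these depths 3 reads on a gene of 1 kb correspond to an FPKM of 0.0668 to 0.101 in X2. Groups with 3 reads or fewer in every library were treated as at the detection limit, and folds against them were computed against the FPKM of 3 reads and written as lower bounds.

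Each later time point of X2 was compared with 0 h by limma 3.58.1 in R 4.3.3, with a linear model and eBayes with a mean-variance trend, on log2(FPKM + 0.1), without a replicate block. FPKM was used as deposited. Genes with a mean FPKM of at least 0.5 over the compared libraries were tested. DEGs were called at |log2FC| of at least 1 and an unadjusted p of at most 0.01, and Benjamini-Hochberg adjusted p-values are over all genes tested or, where stated, over a list alone. D6 has 1 library at 0 h, so its fold changes were counted without a test. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The limma test was tested on simulated data with 200 genes changed at a log2FC of 2. With 3 libraries in each group, 186 of 190 changed genes that passed the filter were called (97.9%) and 31 unchanged ones (0.176%). With 3 libraries against 2, 183 of 193 were called (94.8%) and 42 unchanged ones (0.239%).

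Gene lists were those of Tables 1, S7, S8 and S9 and Figure 6, each gene counted once, and their members were chosen by the study on these samples. Named genes are those that the paper's text, Table 1, Figure 6 or Table S7 names, and at each X2 time point the 3 genes with the largest positive and the 3 with the largest negative log2FC among called genes with a mean FPKM of at least 5 and no overlap between the groups' libraries. The genes of Table S9 with large changes at 4 h were named in addition, after their values were seen. The same rule, on the difference between cultivars, gives the genes named for it.

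The alternatives tried are median-of-ratios size factors, no FPKM filter, pseudocounts of 1 and 0.01, a mean FPKM of at least 1, an adjusted p of at most 0.05, a |log2FC| of at least 1.5, all X2 libraries together in 1 model, a replicate block, and each library left out in turn. The lists, the main test, the rule for named genes and, for the DEG and TF counts, these alternatives were set before the data were examined. For the numbers of genes called in the gene families, Figure 6 and Table 1, and for single PAL, PPO, CAT, SOD, Rboh and Figure 6 genes, only the size factors, no filter and the pseudocounts were set before. The other alternatives for these, and every alternative for the other named genes, were added after seeing the data. The recovered reads with limma-voom, scaling without the 100 genes most abundant at 0 h, and the comparison of 12 h with 4 h between cultivars were chosen after seeing the data. The limma-voom fit used median-of-ratios size factors, so it shares its scaling with that alternative. The qRT-PCR, enzyme and browning measurements and the GO and KEGG enrichment were not analysed here.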

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

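Apart from the test of the detection limit, the tests below were chosen only after the results were seen.

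The paper's text does not discuss the cultivar D6. Against its 1 library at 0 h, 10599 of 19789 genes changed 2-fold or more at 4 h (6500 higher, 4099 lower), 10417 of 19856 at 12 h (6582 higher, 3835 lower) and 9974 of 20245 at 24 h (6446 higher, 3528 lower). After median-of-ratios scaling the split was 5570 to 4923, 5534 to 4767 and 5420 to 4573. With 1 library at 0 h these changes could not be tested. Across 18002 genes, the fold changes of D6 and X2 at 4 h had a Pearson's r of 0.878. Of the 9 D6 libraries after 0 h, 9 had their highest r with X2 at the same time (for D6 4 h replicate 1, 0.868 with X2 at 4 h, 0.694 at 12 h and 0.563 at 24 h), which argues against an exchange of time points among these libraries. At 24 h the margin over X2 at 12 h was small, with 0.872 against 0.861 for replicate 3. Of the 6 genes with reads in D6 only, 6 had reads in the D6 library of 0 h, at least 66 each, which argues against a 0 h library of the other cultivar. What the 0 h library shares with every D6 comparison, including any fault of its own, stays open.

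Genes with a mean FPKM of at least 5 in one cultivar and no reads in any library of the other numbered 17, of which 11 were read in X2 only and 6 in D6 only. By their identifiers, 10 of the 17 are predicted genes. At the other cultivar's depth, at least 479 reads were expected for each of them, which argues against library size or depth. That the 17 genes are missing, or too different from the reference to be mapped, in one cultivar stays open, since neither cultivar's genome was used here. A difference between cultivars is the biological explanation that the design offers, and it was not tested apart from such a variant.

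In the sheet of Table S9 for 24 h, 1 gene is up-regulated, while 269 genes of the whole table were called up-regulated at 24 h here. After median-of-ratios scaling, 210 genes were called up-regulated, which argues against the scaling between libraries as the whole cause. All 269 had 30 reads or more in every 24 h library. The FPKM filter leaves little room for another outcome, and reads at 0 h were not counted for this. This count therefore does not decide on values near the detection limit. With pseudocount 1, 217 genes were called up-regulated. Of the 269 genes called up-regulated in the main setting, 0 are in the 24 h sheet, while 287 of 287 tested genes of that sheet had its sign here. A candidate explanation is that the sheet leaves out the up-regulated genes, which was found and tested on the same data.

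The change from 4 to 12 h differed between the cultivars in 2396 of 19812 genes (limma interaction, Benjamini-Hochberg adjusted p of at most 0.05), with 1245 higher in D6. This majority was not stable, with 955 of 2296 higher in D6 after median-of-ratios scaling and 1019 of 2220 with a replicate block. The comparison of 12 h with 4 h was used because D6 has 1 library at 0 h. When the cultivar labels were exchanged within each time point, 8 of 100 splits, the real one included, gave as many genes, and the largest other split gave 11633. The other 7 exchange most labels at one time point, so that a constant difference between cultivars enters as a difference in the change, and this count decides nothing. With the constant difference first taken out of each gene, 1 of the 100 splits, the real one, gave as many genes, and the largest other split gave 1 gene, which argues against a grouping of the libraries by chance. Taking it out lowers the count of splits that exchange most labels at one time point, but among the 47 splits that do not, the real one included, 1 gave as many genes as well. Without X2 4 h replicate 2, the library whose column name stands over 2 columns, 1332 genes differed, the fewest over the fits that each left out one library. The genes with the largest differences are PGSC0003DMG400007405 (-4.50, adjusted p = 0.0209), PGSC0003DMG400024061 (-4.32, adjusted p = 0.00986) and PGSC0003DMG400008978 (-4.17, adjusted p = 0.00285), where the log2 change was lower in D6, and PGSC0003DMG400010117 (3.73, adjusted p = 0.00246) and PGSC0003DMG400013460 (3.57, adjusted p = 0.0232), where it was higher (limma, Benjamini-Hochberg). The rule also names Novel03267, higher in D6, for which no size is given, since it is listed at 0 in every D6 library of 4 h and its fitted value depends on the pseudocount. The SD between libraries is large for several of them, for example 10.4 around a mean of 14.2 for PGSC0003DMG400007405 in X2 at 12 h. A batch difference between cultivars that is the same at 4 and 12 h drops out of this comparison. A batch difference that changes between these times cannot be told apart from a difference between cultivars.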

How the results depend on the processing

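The limma-voom fit on recovered reads, the scaling without the 100 genes most abundant at 0 h, the comparison of 12 h with 4 h between cultivars, for gene families, Figure 6 and Table 1 the alternatives other than scaling, no filter and the pseudocounts, and for single genes outside the PAL, PPO, CAT, SOD and Rboh families and Figure 6 every alternative were chosen after seeing the data.

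The numbers of X2 DEGs at 4, 12 and 24 h stayed within 1.5 times the main number under every alternative. The X2 DEGs shared by 4, 12 and 24 h fell to 3370 at |log2FC| ≥ 1.5. The X2 genes with |log2FC| ≥ 6 numbered 29 with pseudocount 1, 852 with pseudocount 0.01 and 684 with limma-voom on recovered reads, so this number depends on how values near 0 are treated.

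For SOD genes changed in X2, 0 were called at |log2FC| ≥ 1.5, against 2 in the main setting. TF genes down at 4 h in X2 numbered 129, TF genes down at 12 h in X2 152 and TF genes down at 24 h in X2 133 at |log2FC| ≥ 1.5, the stricter threshold itself being the reason, and at 12 h 349 with limma-voom, for which the cause was not tested. Median-of-ratios scaling alone gave 340 down-regulated TF genes at 12 h, against 232 on FPKM as deposited. The median log2FC of all genes tested at 12 h was 0.056 with that scaling and 0.058 with limma-voom, against 0.475 as deposited. The rise with limma-voom at 12 h is therefore about the size that scaling alone gave. The X2 replicate correlation was 0.993 on log2(FPKM + 1).

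D6 24 h vs 0 h DEGs fell to 6575 at |log2FC| ≥ 1.5. The correlation between cultivars fell to 0.818, 0.839 and 0.817 at 4, 12 and 24 h with no filter, where genes near 0 enter, and was 0.899 at 12 h with pseudocount 1. It ranged from 0.871 to 0.880 at 4 h, from 0.889 to 0.895 at 12 h and from 0.867 to 0.877 at 24 h across the fits that each left out one library. Genes that differ between cultivars in the change from 4 h to 12 h ranged from 1332 (without X2 4 h replicate 2) to 2895 (without D6 4 h replicate 3).

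The log2FC of PGSC0003DMG400016647 at 24 h reversed from 0.352 to -0.0573 with scaling without the 100 genes most abundant at 0 h. This scaling lowered the median log2FC of all genes tested at 24 h from 0.371 to -0.026. The reversal is therefore of the size of the shift common to all genes. Of 2320 alternatives for 141 values of named genes, 2263 gave the same direction and call, 45 lost the call, 11 gained it and 1 reversed. Among counts by direction or family, 33 of 520 alternatives moved by over 1.5 times. The larger direction changed with median-of-ratios scaling for the shared DEGs, for MYB genes at 4, 12 and 24 h, for C3H genes at 4 h and for all TF genes at 12 and 24 h. AUX/IAA genes at 4 h, CAT genes at 12 h and SOD genes at 24 h went from equal numbers up and down to more down.

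DESeq2 was planned for files of counts only and was not run, as the main test used FPKM. Functional groups by description were not run, as no descriptions of all genes were used. For D6, an adjusted p, all libraries in one model and a replicate block were not run, with 1 library at 0 h, and leaving out a 24 h library of X2 leaves 1, so no calls were made. The replicate numbers do not pair the libraries, with r from -0.155 to 0.203 between equal numbers. The 2 libraries at 24 h limit what can be said of that time point.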

Differences from the paper's values

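The mean of the 2 X2 libraries at 24 h equals the 24 h FPKM of Table S8 in 15 of 662 genes, against 662 of 662 at 0, 4 and 12 h. The 24 h values of Table S8 therefore do not rest on these 2 libraries alone, which bears on each comparison at 24 h below, with shared DEGs and DEGs specific to a time point included.

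Down-regulated DEGs numbered 3010 at 4 h against the paper's 5182, and 3338 at 24 h against the paper's 5214. Of the alternatives set before the data were examined, median-of-ratios size factors (4519 and 4591) and no filter (3523 and 3607) came within 1.5 times the paper's values, and the others did not. Limma-voom on recovered reads (4568 and 4550) and scaling without the 100 genes most abundant at 0 h (4021 and 4851), both chosen after seeing the values, came within it too. Since the limma-voom fit used median-of-ratios size factors, its numbers here and below are no separate evidence on the scaling. Down-regulated DEGs shared by the time points numbered 1877 against the paper's 3373, where only median-of-ratios size factors among the alternatives set before the data were examined (2957) and, chosen after seeing the values, limma-voom (2939) and scaling without the 100 genes (2772) came within it. DEGs of 12 h only numbered 756 against the paper's 366, and none of the alternatives set before the data were examined closed the gap, the lowest being 655 with pseudocount 1.

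The lowest Pearson's r between replicates was 0.979 on FPKM against the paper's 0.986, and 0.993 on log2(FPKM + 1), which was set before the data were examined.

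Genes with |log2FC| of 6 or more numbered 227 against the paper's 898, 215 up-regulated against the paper's 770 and 12 down-regulated against the paper's 128. With pseudocount 0.01, set before the data were examined, there were 852, with 776 up-regulated and 76 down-regulated, and with limma-voom, chosen after seeing the values, 684, with 605 and 79. The total and the up-regulated number at pseudocount 0.01 fall within 1.5 times the paper's and the down-regulated number does not, and no other alternative set before the data were examined closed these gaps. The paper's 898 are listings, while the numbers here are distinct genes. Counted as distinct genes, Table S8 has 662, with 564 up-regulated and 109 down-regulated, and all 3 numbers at pseudocount 0.01 fall within 1.5 times of these, while those of the main setting do not.

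The highest log2FC of a PPO gene at 24 h was 5.69 against the paper's 7.305, and 7.57 with pseudocount 0.01, the only alternative set before the data were examined that closed the gap. With limma-voom, chosen after seeing the values, the PGSC0003DMG400018917 log2FC at 24 h was 7.82. The lowest of the 5 PPO genes tested was 3.92 against the paper's 3.099. Of the alternatives set before the data were examined, median-of-ratios size factors (3.58) and pseudocount 1 (2.41) came within the error. With no filter, which takes in all 6 genes, the lowest was 2.35 and outside it. Of the alternatives chosen after seeing the values, the replicate block (3.44), limma-voom (3.72) and scaling without the 100 genes (3.52) came within the error for the PGSC0003DMG400029576 log2FC at 24 h. In Table S7 the value 3.099 stands beside the CAT gene PGSC0003DMG400001570, so it may not be a PPO value, and closeness to it favours no setting. The highest log2FC of PGSC0003DMG400024754 was 4.04 against the paper's 4.9, which pseudocount 0.01 exceeded with 5.98, the only one of the alternatives set before the data were examined to do so, and with limma-voom, chosen after seeing the values, the PGSC0003DMG400024754 log2FC at 12 h was 5.99.

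TFs called at 4 h numbered 647 against the paper's 1012, and 728 with no filter, the only alternative set before the data were examined within 1.5 times. Of the 1012 genes in the 4 h sheet of Table S9, 274 have a |log2FC| under 1 there, against 0 in the sheets of 12 and 24 h, so the 4 h sheet holds genes under the threshold used here. At 24 h there were 505 against the paper's 313, with pseudocount 1 (408), a mean FPKM of at least 1 (460) and |log2FC| ≥ 1.5 (329) within it. Down-regulated MYB genes at 4 h numbered 19 against the paper's 32, and 27 with median-of-ratios size factors, and 27 with limma-voom and 24 with scaling without the 100 genes, both chosen after seeing the values. Down-regulated AP2-EREBP genes numbered 4 at 4 h against the paper's 13, which none of the alternatives set before the data were examined closed, and 10 at 12 h against the paper's 18, with 14 for median-of-ratios size factors and 12 for no filter, and 14 with limma-voom and 14 with scaling without the 100 genes, both chosen after seeing the values. WRKY genes called at 24 h numbered 22 against the paper's 6, and up-regulated genes of the Table S9 list at 24 h 269 against the paper's 1, and none of the alternatives set before the data were examined closed these gaps.

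The paper states that the up-regulated DEGs were most numerous at 24 h and the down-regulated fewest at 12 h, while here the up-regulated were most numerous at 12 h (7076) and the down-regulated fewest at 4 h. The paper states that MYB and AP2-EREBP genes were all down-regulated at 24 h, while here 26 MYB and 19 AP2-EREBP genes were up-regulated then. The paper ranks C3H next after AP2-EREBP, while here WRKY (30) came next after AP2-EREBP at 4 h and bHLH (27) at 24 h. At 12 h C3H came next here too, tied with WRKY at 27.

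The paper places the highest PAL levels at 12 or 24 h, while 3 of 10 PAL genes had their highest mean at 4 h here. For Novel01736 and PGSC0003DMG400031457 the peak was not clear of the next highest time point, and Novel01899 overlaps Novel01736 on the other strand. The paper states that 3 of the SOD genes were down-regulated, while here Novel01435 was under the FPKM filter and not tested. PGSC0003DMG400016647 was not called here, with a log2FC of -0.69 at 4 h, -0.14 at 12 h and 0.35 at 24 h. It was called down-regulated at 4 h with median-of-ratios size factors (-1.13), set before the data were examined, and with limma-voom, chosen after seeing the values. The paper states that all Rboh genes were up-regulated, while PGSC0003DMG400013550 was under the FPKM filter in the main setting and called with no filter. The paper describes the CAT genes of Figure 6 as falling and then rising, while PGSC0003DMG400009908 showed no clear rise, with an FPKM of 0.144 at 12 h and 0.169 at 24 h, less than 1 SD at 12 h apart. The paper names PGSC0003DMG400029576 as the POD gene that is not highest at 4 h, while that identifier is a PPO gene and the POD gene highest at 24 h here is PGSC0003DMG400005062. The paper describes a continuous fall of one gibberellin 2-oxidase gene, as the qRT-PCR bars show, while the FPKM of PGSC0003DMG400009021 was lowest at 0 h.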

Other observations

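The tests in this part were chosen only after the results were seen.

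Of the 10 splits of the 6 libraries of 0 and 4 h into groups of 3, 1 gave as many DEGs as the real one, which is the real one itself, and the largest other split gave 14. At 12 h it was 1 of 10 as well, and the largest other split gave 9. With 10 splits the share cannot fall below 1 in 10.

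More DEGs were called up than down on FPKM as deposited. The 100 genes most abundant in each library held 24.7% to 25.5% of the summed FPKM in the X2 libraries of 0 h. In the later libraries the share was 12.8% to 13.2% at 4 h, 15.0% to 15.3% at 12 h and 19.7% to 20.2% at 24 h. Scaled without the 100 genes most abundant at 0 h, 57.56% of the DEGs at 4 h were up-regulated, 54.79% at 12 h and 51.03% at 24 h. Leaving out genes picked at 0 h lowers the total of 0 h most by design, so this scaling cannot decide the question. A candidate explanation for 4 h is that a few abundant genes take a larger share of the FPKM at 0 h and lower all others there. It was found and tested on the same data. The share fell less from 0 to 24 h than to 4 h, while the median log2FC of all genes tested was 0.37 at 24 h against 0.47 at 4 h. The candidate therefore goes less well with the excess at 24 h. A bias by gene length is argued against, with a Spearman's rho of -0.003 between log2FC at 4 h and gene length. A real excess of up-regulated genes stays open, as these values have no outside standard for the total RNA per tuber.

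Predicted genes made up 1255 of the DEGs at 4 h, 1422 at 12 h and 1311 at 24 h.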
